# The B_sister_ MADS Gene *FST* Determines Ovule Patterning and Development of the Zygotic Embryo and Endosperm

**DOI:** 10.1371/journal.pone.0058748

**Published:** 2013-03-19

**Authors:** Dong Sun Lee, Li Juan Chen, Cheng Yun Li, Yongsheng Liu, Xue Lin Tan, Bao-Rong Lu, Juan Li, Shu Xian Gan, Sang Gu Kang, Hak Soo Suh, Youyong Zhu

## Abstract

Many homeotic MADS-box genes have been identified as controllers of the floral transition and floral development. However, information regarding B_sister_ (B_s_)-function genes in monocots is still limited. Here, we describe the functional characterization of a B_s_-group MADS-box gene *FEMALE-STERILE* (*FST*), whose frame-shift mutation (*fst*) results in abnormal ovules and the complete abortion of zygotic embryos and endosperms in rice. Anatomical analysis showed that the defective development in the *fst* mutant exclusively occurred in sporophytic tissues including integuments, fertilized proembryos and endosperms. Analyses of the spatio-temporal expression pattern revealed that the prominent *FST* gene products accumulated in the inner integument, nucellar cell of the micropylar side, apical and base of the proembryos and free endosperm nuclei. Microarray and gene ontology analysis unraveled substantial changes in the expression level of many genes in the *fst* mutant ovules and seeds, with a subset of genes involved in several developmental and hormonal pathways appearing to be down-regulated. Using both forward and reverse genetics approaches, we demonstrated that rice *FST* plays indispensable roles and multiple functions during ovule and early seed development. These findings support a novel function for the B_s_-group MADS-box genes in plants.

## Introduction

Sexual reproduction in higher plants includes a key phase to produce male and female gametes, ensuring pollination and fertilization. The female gametophyte is essential for the sexual reproduction of plants [1]–[3]. During the last few years, significant progress has been made in determining the molecular components that control ovule identity, embryo sac polarity, gametophytic cell specification, female gametic cell fate determination, embryogenesis and endosperm development [4]–[11].

Members of the homeotic MADS-box genes encode a family of transcription factors that fulfill the important functions of regulating vegetative growth and flowering time, controlling meristem and floral organ identity, and determining fruit and seed development [12]–[13]. Many MADS-box genes have been identified to constitute an intricate network controlling the orchestration of the floral transition and floral development [14]–[25]. Important key developmental biology questions that remain unanswered include: how is the pattern of formation accomplished, and how does the genetic interaction of floral homeotic genes occurs at the molecular level? Although extensive knowledge on these MADS domain transcription factors that regulate the floral transition and floral organ development is available, little is known regarding the molecular mechanisms they employ to act as the developmental switches for specifying the female reproductive unit in flowering plants. In addition, it is unclear how the homeotic transcription factors organize the spatial patterns of cell differentiation during diverse or specific developmental processes such as embryonic shoot/root initiation and endosperm formation in a developing seed.

The ABC/DE model [13], [18]–[20] of floral development describes the genetic interaction of the five major classes of floral selector genes, and each class determines the identity of different floral organs: sepals, petals, stamens and carpels. The B_s_-group MADS-box genes are close relatives of the B class of the MADS-box gene, a family only described in a few plant species [24], [26]–[33]. In eudicot plants, the B_s_-group MADS-box genes (*e.g.* FBP24 in petunia and *ABS, STK* and *GOA* in *Arabidopsis*) are essential for regulating integument, seed coat, fertilization and endosperm development, and fruit growth [28]–[32]. However, information on B_s_-function genes (*e.g.* rice *MADS29, MADS30* and *MADS31*) in monocots still remains limited [24], [27], [33]. In previous studies, the *FEMALE-STERILE* (*FST*) gene, a B_s_-group MADS-box transcription factor, was reported to putatively control the identity of ovule, pericarp and seed development, as well as the translocation of reserve nutrients during the entire reproductive stage [34], [35]. In addition, the *fst* phenotype is genetically sporophytic and controlled by a single recessive locus in the nucleus [34]. *OsMADS29* (whose ORF is identical to that of *FST*) plays an important role in seed germination [24] and affects the degradation of the nucellus and nucellar projections during the development of a rice seed [33] although this function appears to be restricted to the post-fertilization stage.

In this study, we report that *FST* (DQ004266) acts as positional determinants regulating chalaza formation, integument morphogenesis and the early development of the zygotic embryo and endosperm. *FST* is expressed in reproductive organs throughout all developmental processes. Importantly, the spatio-temporal expression pattern revealed the stepwise formation of a prominent *FST* gene product. This product accumulated in sporophytic organs/tissues in the apical-basal region of ovules and proembryos, as well as the center of endosperm nuclei tissue, pericarp, and seed coat. Microarray and gene ontology (GO) analyses unraveled substantial changes in the expression level of many genes in *fst* mutant ovules and seeds, with a subset of genes involved in developmental and hormonal pathways appearing to be down-regulated. This finding supports a novel function for the B_s_-group MADS-box genes in plants. The discovery of *FST* offers novel insights into developmental biology processes and contributes to a better understanding of the mechanisms regulating the female reproductive unit and seed development mediated by floral homeotic genes in flowering plants.

## Results

### The *fst* Mutation Leads to Sporophytic Female Sterility

The spontaneous *fst* mutant plants exhibited similar morphology to that of the wild-type (WT) plants but are completely female sterile. The size, shape and structural composition of floral organs in the *fst* mutant were identical to those of the WT (Figure S1A-S1D). The *fst* mutation did not affect anther development and pollen viability (Figure S1B, S1E & S1F). Pollen from both the *fst* mutant and WT germinated normally in the *fst* mutant style (Figure S1E & S1F), but unlike WT (Figure 1A-1C) the *fst* mutant plants did not produce any visible embryo and endosperm when pollinated with their own pollen or with WT pollen (Figure 1D-1F). All the megagametophytes derived from heterozygous *FST/fst* (+/-) plants were completely fertile. The ratio between fertile and sterile plants was 3:1 in progeny derived from the heterozygous *FST/fst* (+/-) plants (n = 2036). These results confirmed that *fst* is responsible for sporophytic female-specific sterility in rice, which is completely different from other reported female-sterile mutations in rice that are controlled by quantitative traits or two recessive genes [36]–[37].

**Figure 1:**
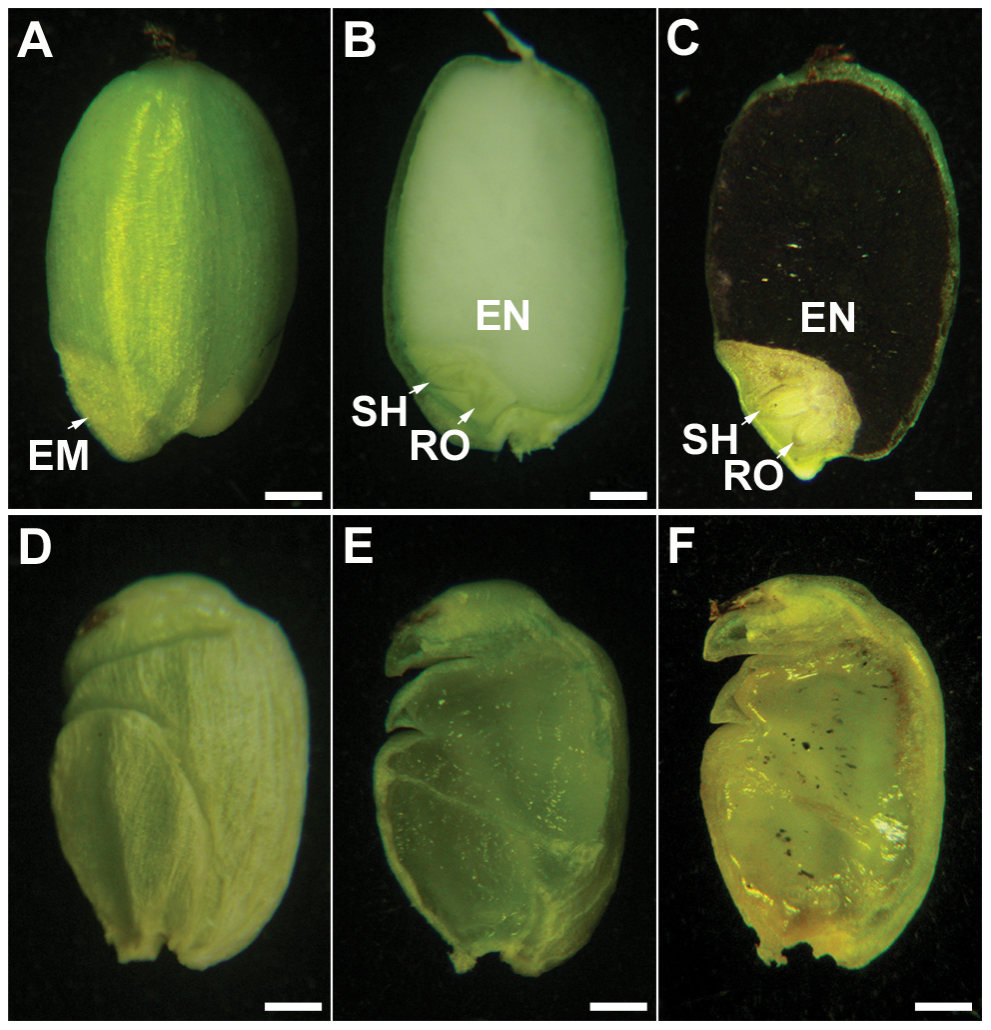
Comparison of the shape and structure of hulled grain in the *fst* mutant and WT. (A–C) The WT plants produced seeds with a normal embryo (EM) and endosperm (EN) 20 DAP. SH, shoot; RO, root. (D–F) The *fst* mutant plants produced pseudo seeds with an abnormal seed coat but no embryo (EM) and endosperm (EN) 20 DAP. Longitudinal sections of mature seeds (B, C, E & F). Starch of endosperm stained with 1% I_2_-KI (C & F). Scale bars, 100 µm.

### The *fst* Mutation Disrupts Development of the Ovule, Zygotic Embryo and Endosperm

To dissect the cyto-embryological mechanism of sterility in the *fst* mutant, morphological and anatomical analyses were conducted with hundreds of flowers sampled at different stages, ranging from the panicle and floral initiation to ripening during pre- and post-fertilization. Integument development in the *fst* mutant was severely affected and consequently the transformed integuments formed additional chalaza-like (Figure 2B & 2F) and zigzag (Figure 2C & 2D) structures. Similarly, the *fst* micropyle and ovule shape were aberrant (Figure 2H & 2I).

**Figure 2:**
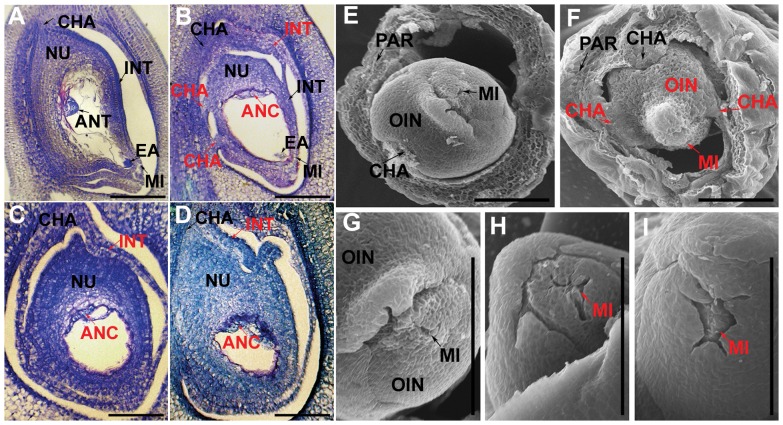
Characterization of ovule and female gametophyte in the *fst* mutant. (A-I) Comparison of ovule development in *FST* (A, E &G) and *fst* (B–D, F, H and I). Embryo sac development completion at the stage just BF (A–F), antipodal cells (ANC) of *fst* were unable to mature as antipodal tissues (ANT) and were located at the correct site within the embryo sac (B), while the ANC of *FST* were fully developed to ANT (A). Polar nuclei (PN) and egg apparatus (EA) in both *FST* and *fst* were developed and appeared normal in shape. At the stage just BF (A–D), abnormalities in mature ovaries showed defects in the development of integuments (INT) and chalaza (CHA) in the *fst* mutant (B–D) compared to the *FST* plants (A). (A–D) was stained with toluidine blue. (E–I) Shape and structure of an *FST* (E & G) and *fst* (F, H & I) mature ovule. Structure of mature ovules observed under SEM (E–I). Arrows: normal structures. OIN, outer integument; PAR, pericarp (seed coat). Red arrows show abnormalities specific to *fst* with defects in antipodal tissues (ANT), chalaza (CHA), integuments (INT) and micropyle (MI). NU, nucellus. Scale bars, 100 µm.

We investigated megasporogenesis and megagametogenesis (data not shown), and did not observe any distinct abnormalities in these developmental processes in the *fst* mutant. After cellularization, however, the shape of the *fst* embryo sac was altered and the antipodal tissues did not mature and position correctly (Figure 2B–2D) when compared to those of the WT (Figure 2A).

To examine whether the observed morphological defects in ovule development influence fertilization, we examined mature *fst* ovules with and without pollination. Notably, the defective development of integuments and micropyle did not affect fertilizations when *fst* ovules were pollinated with either their own pollen or the WT’s. The early development of both the zygotic embryo and endosperm did not show distinct differences when compared to that of the WT 1–3 days after pollination (DAP) (Figure 3A, 3B & 3E). Nevertheless, the proembryo and endosperm nuclei tissue were arrested at 3–5 DAP and degenerated tissues were detected 5–7 DAP in the *fst* ovules (Figure 3C, 3D & 3E). In contrast, no embryogenesis and endosperm development events were observed in the mutant ovules without pollination (data not shown). Consequently, both morphological and functional defects in the *fst* mutant eventually caused complete failure of embryo and endosperm development after double fertilization.

**Figure 3:**
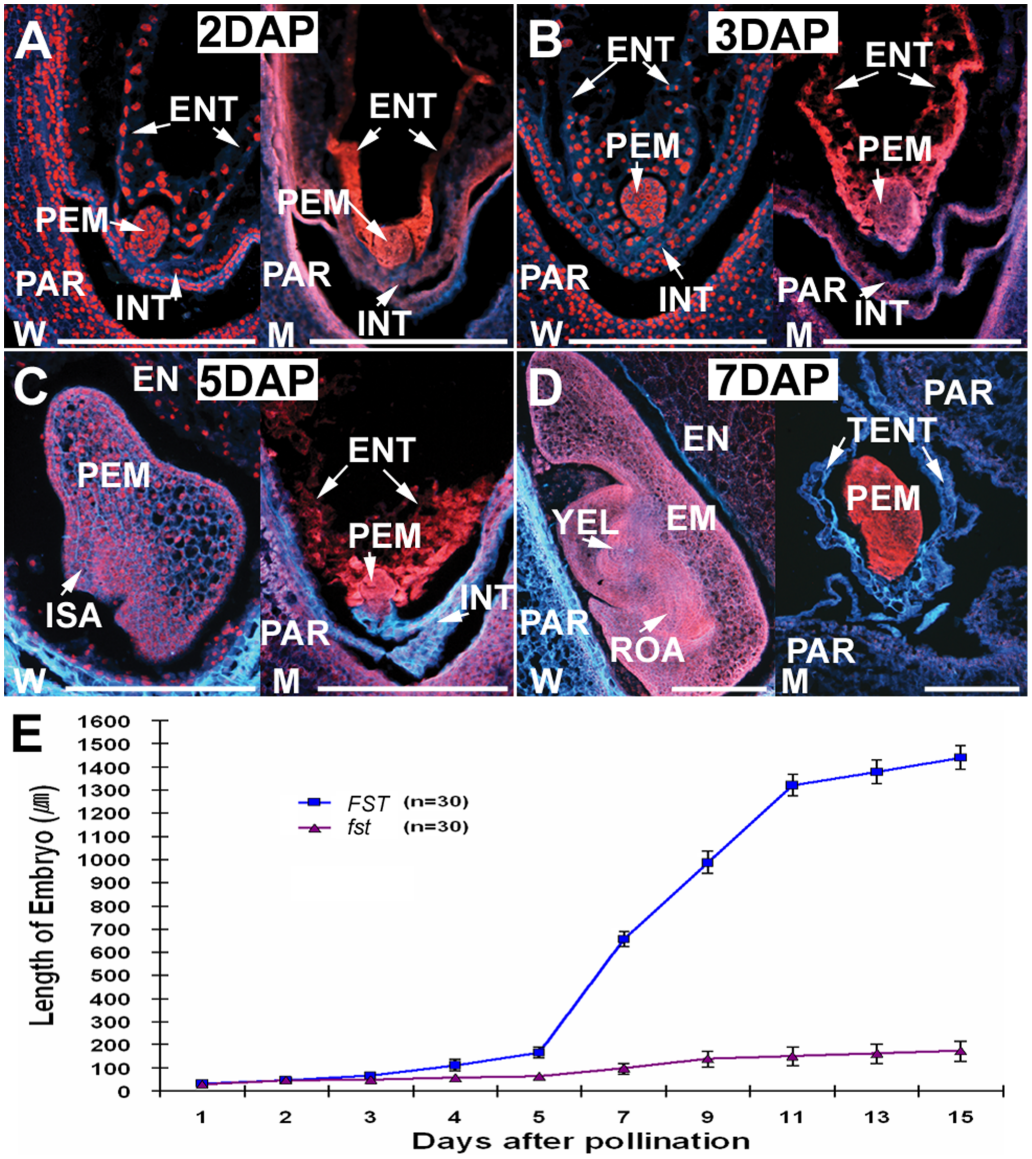
Embryogenesis and endosperm development in the *fst* mutant. (A&B) Proembryo (PEM) and free endosperm tissue (ENT) development of *FST* (W) and *fst* (M) 2 (A) and 3 DAP (B).(C) Growth of the initial shoot apex (ISA) and seminal root primordium differentiation 5 DAP.(D) First leaf primordium differentiation 7 DAP.(E) Developmental changes illustrating embryo length. Arrows: EM, embryo; EN: endosperm; ENT, endosperm nuclei tissues; INT, integument; PAR, pericarp (seed coat); ROA, root apex; TENT, trace of endosperm nuclei tissues; YEL, young embryonic leaves; n, number of embryos measured. Scale bars, 100 µm.

### Defective Ovule Development and Subsequent Zygote Abortion in the *fst* Mutant are Caused by a Frame-Shift Mutation in the B_s_ MADS-Box Domain

We mapped the *fst* locus using an F_2_ population derived from a hybrid between the rice cultivar Samgangbyeo and the *fst* mutant (spontaneous mutation identified from the rice cultivar Junambyeo; Figure S2A).

Sequence comparison revealed that the genomic DNA of the WT allele *FST* was approximately 4 kb long with 8 exons and 7 introns. Exon 2 carries the ATG initiation codon and contains a highly conserved MADS domain (Figure S2B). The mutant gene *fst* produced a non-functional transcript due to an 8-bp nucleotide deletion, causing a translational frame shift in the MADS-box domain at exon 2 (Figure S2C). Homology analysis of the MADS domain protein revealed that the FST protein is closely related to FBP24 in petunia and ABS in *Arabidopsis* in the B_s_-group MADS-box genes [26]–[27] (Figure S2D & S2E).

To verify the function of the *fst* gene, we performed complementation analysis. Two binary plasmids, carrying either a 1.3-kb full-length cDNA of the WT FST and a 2.6-kb upstream region (*pFST::FSTc*) or a 6.9-kb WT genomic DNA fragment containing the entire ORF plus a 2.6-kb upstream region (*pFST::FSTg*), were incorporated into the genome of the *fst* mutant by an *Agrobacterium*-mediated transgenic approach. Both transgenic plants carrying the individual constructs were able to restore spikelet fertility. Noticeably, *pFST::FSTg* fully restored both embryo and endosperm development (Figure 4D). Most seeds derived from T_0_ and T_1_ transgenic plants germinated with normal shoots and roots (Figure 4E). However, in some of seed recovered by *pFST::FSTc*, the shoot and root germinated on the inner side of the endosperm, causing a reversed hypocotyl axis (Figure S1I & 1J). The T_0_ and T_1_ plants recovered by both *pFST::FSTg* and *pFST::FSTc* showed a high frequency of seed set (>85%) (Figure 4D).

**Figure 4:**
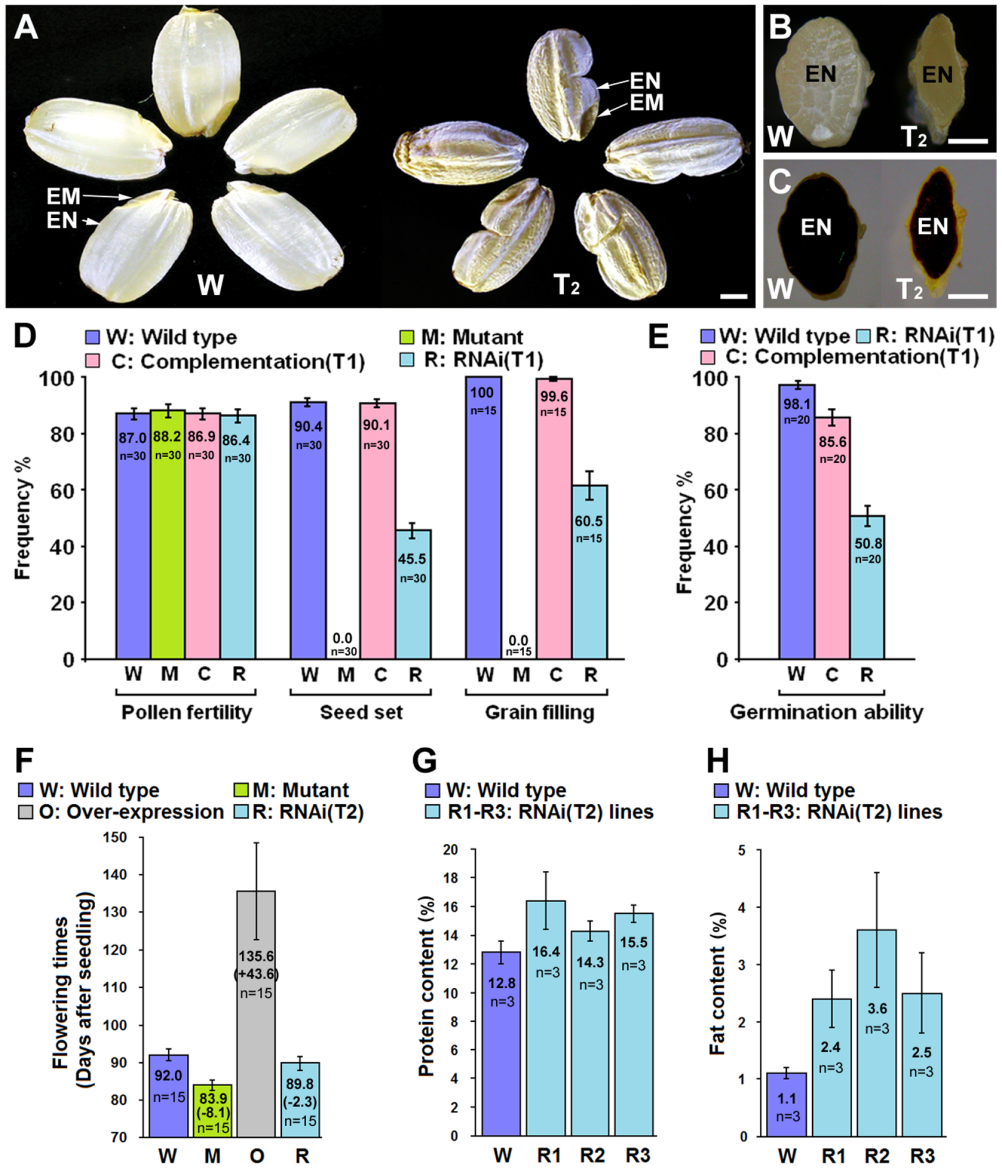
Functional analysis and complementation test of *FST.* (A) Effect of *FST* RNAi (*35S::RNAi-FST*) repression on seed development, showing incomplete grain filling in T_2_ plants. W, WT. (B&C) Comparison of grain filling of the endosperm (EN) (B), starch stained with 1% I_2_-KI (C) in the *FST* (W) and RNAi transgenic seeds at the T_2_ generation. (D) Comparison of pollen fertility, seed set, degree of grain filling in the *FST* (W), *fst* (M) and transgenic plants derived by a complementation test (C) and RNAi silencing (R) of *FST* gene. n, number of individual plants measured. (E) Seed germination frequencies of *FST* (W) and transgenic plants derived by a complementation test (C) and RNAi silencing (R) of *FST* gene. (F) Comparison of flowering time of WT (*FST),* mutant (*fst*) and transgenic plants derived by repression (RNAi) and over-expression of the *FST* gene. Arrows: EM, embryo; EN, endosperm; n, number of individual plants measured. Scale bars, 1 mm. (G) Comaprision of total protein content of WT (*FST)* and transgenic plants derived by repression (RNAi) of the *FST* gene. (H) Comaprision of fat content of WT (*FST)* and transgenic plants derived by repression (RNAi) of the *FST* gene.

To confirm the function of *FST*, we generated 61 independent transgenic lines with down-regulated *FST* expression by using RNA interference targeting (RNAi) constructs (*35S::RNAi-FST*) in the Nipponbare and Liyu-B backgrounds. Compared to the blank vector transgenic plants, *35S::RNAi-FST* repression plants primarily displayed partial female sterility, defective endosperm development, incomplete grain filling, reduced germination, and increased of total protein and fat contents in rice grain (Figure 4A–4H). In addition, we also created transgenic plants over-expressing *FST* driven by the 35S promoter in Nipponbare and Liyu-B backgrounds. Compared to WT plants, the *fst* and *FST-RNAi* plants flowered 8.1 days and 2.3 days earlier, whereas the *FST* over-expressing plants flowered about 43.6 days later (Figure 4F). The phenotypes resulting from the directed disruption of *FST* expression were similar to the defective developmental phenotypes observed in the *fst* mutant.

### Abundant *FST* Gene Products Accumulate in the Apical-Basal Region of Reproductive Units

A fusion protein of FST-GFP driven by the CaMV-35S promoter was expressed exclusively in nuclei of onion cells (Figure S3B). To determine the cellular function of *FST,* we investigated the expression patterns during ovule and seed development using a *β-glucuronidase* (GUS) reporter transgene (*pFST::GUS*). Generally, the *pFST::GUS* construct was expressed in reproductive structures throughout all developmental processes (Figure 5A, 5C–5F & 5M–5O). From the panicle initiation to seed development stages, GUS activity was detected throughout emerging floral primordia and was later confined to the sexual reproductive organs inside the ovary, stamen primordium, tips of lemma, palea, glumes, anther wall, grain apiculus, seed coat and shoot apex of the embryo (Figure 5, Figure S3). In addition, in early pistil development, GUS accumulated at the base of the stigma (Figure 5C & 5D). GUS expression was also observed in the nucellus and inner integument (Figure 5E & 5F). Consistently, both the Northern blot and RT-PCR analyses in samples ranging from seeding to ripening showed no expression of *FST* in vegetative organs such as roots, leaf blades, leaf sheaths, node and internodes of stems. But transcription was detected in reproductive organs such as flowers and seeds during inflorescence and spikelet development (Figure S3F & 3G).

**Figure 5:**
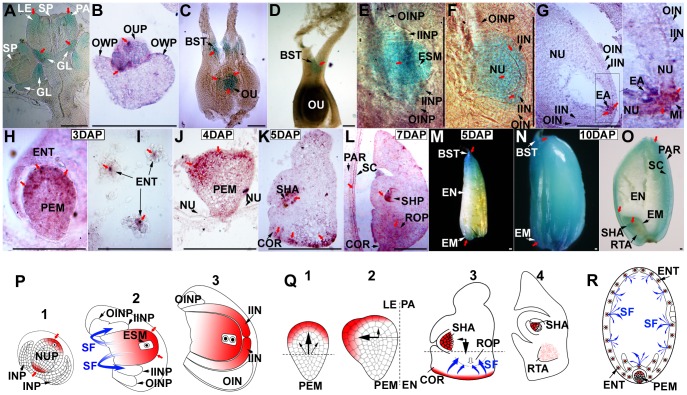
Expression pattern and biological function of *FST.* (A–O) Expression of *FST* during ovule and seed development by *GUS* and *in situ* hybridization. (A–D) *FST* expression in glumes (GL), ovule primordium (OUP), the ovule and the base of stigma (BST) during floral development at the flower primordium stage (A), ovule primordium differentiation stage (B), stigma differentiation stage (C) and stage just BF (D). LE, lemma; OWP, ovary wall primordium; PA, palea; SP, stamen primordia. (E–G) *FST* expression in the nucellus (NU), inner integument (IIN), the tip of nucellus near to egg apparatus (EA) and micropyle (MI) during ovule (OV) and embryo sac (EMS) development at the inner-outer integument differentiation stage (E&F) and stage just BF (G). IINP, inner integument primordium; INP, integument primordium; OIN, outer integument; OINP, outer integument primordium. (H–L) *FST* expression in the apical-basal regions of the proembryo (PEM), endosperm nuclei tissues (ENT), shoot apex (SHA) coleorhiza (COR) and shoot/root primordium (SHP/ROP) of an embryo, and pericarp (PAR) during embryogenesis and endosperm development 3 (H&I), 4 (J), 5 (K) and 7 DAP (L). SC, seed coat. (M–O) *FST* expression at the shoot/root apex (SHA/RTA) of the embryo (EM), endosperm (EN), seed coat (SC) and pericarp (PAR) during seed development 5 (M) and 10 DAP (N&O). (P–R) Models for the expression pattern and biological function of *FST*. Red squares (▪) or arrows (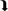) indicate the site of *FST* expression. Blue arrows (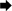) represent the path of the signal factor (SF). During the development of ovules, embryo sacs and seeds, the SFs induced by prominent FST gene products at NUP (P1), EMS (P2&P3), IIN (P3), PEM( Q1&Q2), ISA/COR (Q3&Q4) and ENT (R) could convey positional information for chalaza formation, integument morphogenesis (P2&P3), embryonic patterning (Q1–Q4) and endosperm proliferation (R), respectively. NUP, nucellus primordium. Scale bars, 100 µm.

We examined the expression patterns of the *FST* gene in WT plants using *in situ* hybridization. Consistently, the FST transcripts were detected in pistil primordia (Figure 5B), nucellar cells on the micropylar side of the mature ovary (Figure 5G), proembryos 3 DAP (Figure 5H) and free endosperm nuclei 3 DAP (Figure 5I). Interestingly, strong hybridization signals were observed in both the apical and basal parts of the proembryos 3 (Figure 5H) to 4 DAP (Figure 5J), respectively, but these signals were detected exclusively in the shoot apex and coleorhizae in embryos 5 (Figure 5K) and 7 DAP (Figure 5L).

### Comparative Transcriptome Analysis of WT and *fst* Mutant Ovules

We compared the expression profiles of the *fst* mutant and WT at different stages of ovule development using microarray analysis (Affymetrix Rice GeneChip). This allowed us to assess the role of FST in integument morphogenesis, embryogenesis and endosperm development. 

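FST transcript was low in panicles before flowering and rose with the onset of seed development in both genotypes. The probe set of FST (OsMADS29, LOC4328443), which encodes the MADS-box factor lost in the mutant, gave a signal of 115 ± 8.64 (SD, n = 3 arrays) in WT before flowering (WBF) and of 1351 ± 149 (SD, n = 3) at 5 DAP (W5D). In fst it gave 227 ± 13.9 (SD, n = 3) before flowering (MBF) and 1259 ± 175 (SD, n = 3) at 5 DAP (M5D). Before flowering the FST signal was therefore higher in fst than in WT, by a log2 change of 0.98 (SE 0.12, adjusted p = 0.000928 from limma), with every MBF array above every WBF array. At 5 DAP the genotypes differed by a log2 change of -0.11 (SE 0.12, adjusted p = 0.717), and the effect of fst differed between the stages by -1.09 (SE 0.18, adjusted p = 0.00326). OsMADS30 (LOC4341786), another B_sister gene, stayed near the lowest signals of the array, at 5.19 ± 0.520 in WBF and 8.91 ± 1.65 in W5D (SD, n = 3), and its fst effect passed the test at neither stage. The 8-bp deletion leaves the fst transcript in place and the position of the probes relative to it is not given in the sources used here, so the FST probe set does not check the genotype labels of the arrays.

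Each of the 12 arrays was hybridized with RNA of pooled panicles (20 panicles from 10 plants), with 3 arrays per group. The authors summarized the arrays with RMA in Affymetrix Expression Console, and the values used here are these signals on a linear scale. They were taken to log2, and a mean per group was fitted with limma over all 12 arrays, with p adjusted by the Benjamini-Hochberg method over 57258 probe sets. Correlations between arrays of a group lay between 0.990 and 0.996, and the median signal of an array between 30.8 and 33.6. The lower quartile of the signals lay between 10.1 and 11.3 on every array, with no detection calls used here, so the size of a fold change against a signal this low depends on the background correction. The number of arrays per group limits the precision of every value.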

Three sample replicates were included for both the *fst* mutant and WT to guarantee the reproducibility of microarray analysis.

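Probe sets that changed strongly before flowering were for the most part lower in fst panicles. OsPAD1, which Table 1 names after a proteasome subunit, fell from 206 ± 51.0 in WBF to 8.91 ± 1.53 in MBF (SD, n = 3 arrays each), a log2 change of -4.52 (SE 0.25, adjusted p = 1.70e-06 from limma). RLK17, a receptor-like kinase, had a log2 change of -4.31 (SE 0.23, adjusted p = 1.42e-06), and the ubiquitin and ribosomal protein fusion UBQ1 (LOC4347232) of -3.93 (SE 0.23, adjusted p = 2.80e-06). A nucleoside-triphosphatase (LOC4350420) was among the few that rose, from 124 ± 54.5 to 640 ± 102 (SD, n = 3), a log2 change of 2.45 (SE 0.31, adjusted p = 0.00100). OsPAD1, RLK17 and UBQ1 are names of the paper's tables, which in part give the closest match in another species.

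By the ratio of the mean log2 signals alone, 84 of 57258 probe sets changed at least 4-fold, 77 of them lower and 7 higher. With an adjusted p under 0.05 as well, 77 probe sets changed at this fold, 71 lower and 6 higher, and they name 35 genes. At least 10-fold changes past the test numbered 17, all lower. Of the 57 probe sets of Table S1, 56 changed at least 4-fold by the ratio here and 55 passed the test. The probe sets past an adjusted p of 0.05 at any fold were 2644, 1039 higher and 1605 lower in fst, and 749 higher and 2072 lower when each array was centred on the same median.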

Before flowering (BF), 59 genes showed at least 4-fold expression level changes in *fst* panicles compared to that of the WT (Table S1) and the 23 main down-regulated genes are displayed at Table 1. 

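Heat shock protein genes were among those lower in fst panicles before flowering, as were the anther genes TDR and EAT1. Of 25 genes of heat shock proteins, chaperones that keep other proteins folded, 11 were lower and none was higher (18 lower when adjusted over the list alone), with a median log2 change of -0.47 (adjusted p = 6.39e-13 from limma's camera). HSP26.7 (LOC4332237) fell from 751 ± 45.1 to 230 ± 45.9 (SD, n = 3 arrays each), a log2 change of -1.72 (SE 0.16, adjusted p = 0.000126), and HSP16.0 (LOC4340661) from 231 ± 28.6 to 78.3 ± 16.9 (SD, n = 3), a log2 change of -1.58 (SE 0.18, adjusted p = 0.000496). Of 9 anther and pollen genes, 4 were lower and none was higher (5 lower and 1 higher when adjusted over the list alone), with a median of -0.80 (adjusted p = 0.00632). The call on this list was lost with an estimated correlation (adjusted p = 0.167), with the filter on dim probe sets (adjusted p = 0.0625) and against named genes only (adjusted p = 0.124), within a range up to 0.167 over its alternatives. TDR and EAT1, bHLH factors of the tapetum, had log2 changes of -1.33 (SE 0.14, adjusted p = 0.000212) and -1.42 (SE 0.16, adjusted p = 0.000393). RTS (LOC4326940), an anther-specific gene, gave 12250 ± 4993 in WBF and 3662 ± 3431 in MBF (SD, n = 3), with an adjusted p of 0.0400 that rose to 0.144 without WBF replicate 1, 0.107 without WBF replicate 3, 0.131 without MBF replicate 1 and 0.113 without MBF replicate 3, within a range up to 0.144 over its alternatives. The log2 change of RTS was -2.05, and -2.78 without MBF replicate 2, the highest of the MBF arrays. The call on heat shock proteins held with an estimated correlation (adjusted p = 0.0242). Of the 10 splits of these arrays into groups of 3, 5 gave at least the 2 lists past camera found here, the real split included. The number of lists past camera therefore does not set the real split apart.

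Of the 21 probe sets of Table 1, 20 were lower in fst past the test, and IP3K, listed under signal transduction, was higher, with a log2 change of 2.45 (SE 0.46, adjusted p = 0.00950) that was 1.76 without WBF replicate 1. The largest category, signal transduction, had 5 lower probe sets and 1 higher, and PCD had 4 lower of 4. Table 1 was chosen on these arrays and is not independent evidence. Of the other lists of genes, 31 MADS-box genes had 3 higher and 1 lower (4 and 2 when adjusted over the list alone) and 29 cytokinin genes had 2 higher and 1 lower (6 and 1 over the list alone). OsMADS27, 1 of the 3 higher MADS-box genes, lost the call without any 1 array of this stage. Both higher cytokinin genes, OsRR2 and OsRR9, lost it without WBF replicate 2 (adjusted p = 0.136 and 0.0916). The lower cytokinin gene, CKX3, lost it without WBF replicate 1 (adjusted p = 0.0737). Among 18 sugar and amino acid transporters 2 were lower, SWEET2B and SWEET16, and none was higher (the same over the list alone). SWEET16 lost the call without WBF replicates 1 or 3 and without MBF replicates 1 or 2 (adjusted p from 0.0616 to 0.116, within 0.116 over its alternatives). GLUA2 was higher of 11 seed storage genes (1 over the list alone), a call lost without any 1 of the 6 arrays of this stage (adjusted p from 0.0676 to 0.119, within 0.119 over its alternatives). RAB21 was lower of 8 oil body and late embryogenesis genes (2 lower over the list alone), and 51 cell cycle and histone genes had 1 higher and 1 lower (2 and 1 over the list alone). These cell cycle genes, CYCD5-2 and CYCD2-2, both lost the call without WBF replicate 1 (adjusted p = 0.0704 and 0.082), WBF replicate 2 or MBF replicate 1. No gene passed among 7 of starch synthesis, 12 endosperm transcription factors, 19 of abscisic acid and ethylene, 12 of sucrose cleavage, 5 lipid transfer proteins, 9 of photosynthesis and 25 ribosomal proteins. The LTP probe set of Table 1 (LOC4348109) is not among the 5, and was lower with a log2 change of -6.85 (adjusted p = 0.00162 from limma). Over the list alone, starch synthesis had 1 lower, abscisic acid and ethylene 1 higher and 2 lower, and photosynthesis 1 higher. The adjusted p of the lists other than heat shock and anther lay between 0.181 and 0.964. GO terms were not analysed here.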

GO classification of the down-regulated genes revealed that most genes played important roles in auxin efflux and polarity, gibberellin acid, localization, flower and ovule development, embryonic development, signal transduction, nutrient reservoir, programmed cell death (PCD) and regulation of transcription.

**Table 1:** Genes involved in female organ development with expression changes of at least 4-fold (*fst/* WT) in *fst* floral organs just BF.

Probe Set ID	Fold Change	Average of WBF	Average of MBF	KOMME or Unigene ID	Annotation
Auxin efflux and polarity					
Os.10185.1.S1_at	–15.8	439.79	26.96	AK101049	Similarity to *Xpo5*, *HST*
Os.54026.1.S1_at	–5.3	325.54	61.11	AK101387	Oxidoreductase
Os.24157.1.A1_at	–5.0	133.63	27.17	AK289004	MYCBP-associated protein
GA regulation					
Os.17900.1.S1_s_at	–4.0	4018.62	1010.13	AK110640	*GASA2*
Localization					
OsAffx.30103.4.S1_s_at	–15.3	955.09	61.70	AK103890	*UBQ1, RPL40B*
Flower and ovule development					
Os.1175.1.S1_at	–7.4	151.95	20.30	AK120812	*CK II*
Negative regulation of flowering time					
Os.10185.1.S1_at	–15.8	439.79	26.96	AK101049	Similarity to *Xpo5*, *HST*
Embryonic development					
Os.15983.1.S1_at	–189.0	1462.54	7.55	AK067273	*ATS3*
Signal transduction					
Os.6094.2.A1_s_at	–22.9	206.47	8.91	AK287801	*OsPAD1*
Os.35772.3.S1_at	–19.8	143.94	7.06	AK065867	*RLK17*
Os.50426.1.S1_at	–9.3	69.63	7.16	AK121159	NBS-LRR class
Os.1175.1.S1_at	–7.4	151.95	20.30	AK120812	*OSCKA2*
Os.21562.1.S1_at	–4.0	99.00	22.90	AK242662	*YR5*
Os.20518.1.S1_at	+5.5	40.12	179.58	AK069277	*IP3K*
Nutrient reservoir					
OsAffx.30305.1.S1_at	–115.7	4437.56	20.73	AK242537	LTP family protein
Os.1853.1.S1_at	–4.7	1124.26	262.43	AK062862	*glp16*
Sugar transporter					
Os.10660.1.S1_at	–5.7	340.27	58.23	AK240998	Unknown
Lipid metabolism					
Os.53869.1.S1_at	–6.3	1531.88	255.90	AK100511	Gastric lipase
OsAffx.16962.1.S1_at	–4.3	1031.05	243.80	Os.24116	*CAS1*
Apotosis (programmed cell death)					
Os.26910.1.A1_at	–25.4	155.23	5.93	Os.92013	NBS-LRR class
Os.26510.1.S1_at	–24.6	343.97	13.79	AK066312	CC-NBS class
Os.26992.1.S1_at	–13.7	107.41	7.91	AK100303	*RPM1*
Os.23944.1.A1_at	–13.6	370.75	26.55	Os.24852	*APP*

WBF and MBF: Spikelet was taken from *FST* and the *fst* mutant before flowering stage. Fold change: (–) Down-regulated genes, (+) Up-regulated genes.The definition and function of genes were referenced using SWISS-PROT (by BLASTX) and GO classification (GenBank) in the KOMME (http://cdna01.dna.affrc.go.jp/cDNA/) and Rice Genome Browser (http://rice.plantbiology.msu.edu/cgi-bin/gbrowse/rice/) databases.

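At 5 DAP the strongest changes were losses of transcripts in fst panicles. A putative protein kinase that Table 2 lists under cell-cell signaling fell from 4896 ± 513 in W5D to 23.2 ± 6.19 in M5D (SD, n = 3 arrays each), a log2 change of -7.75 (SE 0.19, adjusted p = 1.08e-10 from limma). A leucine-rich repeat protein (LOC4339174) fell from 6643 ± 467 to 269 ± 23.8 (SD, n = 3), a log2 change of -4.63 (SE 0.21, adjusted p = 2.90e-08). OsTIP3 (LOC4348981), a water channel of the vacuole membrane, had a log2 change of -4.97 (SE 0.38, adjusted p = 3.32e-06). A polygalacturonase (LOC4328189), which cleaves pectin in cell walls, rose from 29.3 ± 6.39 to 308 ± 74.5 (SD, n = 3), a log2 change of 3.39 (SE 0.18, adjusted p = 1.05e-07).

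By the ratio of the mean log2 signals alone, 395 probe sets changed at least 4-fold, 368 lower and 27 higher in fst, and 148 were at least 10-fold lower. With an adjusted p under 0.05 as well, 378 changed at least 4-fold, 352 lower and 26 higher, naming 196 genes. Past the test at 10-fold were 148 lower and 4 higher. Of the 352 lower probe sets, 269 (76.4%) rose at least 4-fold from WBF to W5D in WT, with 5.96 from independent lists of these sizes, and 17 rose at least 4-fold from MBF to M5D in fst. Their median change between the stages was 3.29 on the log2 scale in WT and 0.09 in fst. Both comparisons use the W5D arrays, so shared error can add to the overlap. In 20 simulations of arrays without any change the mean overlap was 0 probe sets. Arrays without change give few calls in either comparison, so this does not measure what shared error adds to the overlap here. Across all probe sets, which are not independent replicates, the 2 changes had r = -0.354 and a covariance of -0.1565. The simulated arrays gave r = -0.50 and a covariance of -0.0148. Error in a shared group gives such an r by itself, so r does not measure the overlap.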

Three to five DAP, 406 genes showed at least 4-fold expression changes; moreover, 171 genes displayed at least 10-fold down-regulation in *fst* panicles compared to that of the WT (Table S2). The main representative genes are displayed in Table 2. 

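Most heat shock protein genes of the list were lower in fst panicles at 5 DAP, as were MCM genes of DNA replication, and OsMADS13 and SWEET15 were higher. HSP23.2 (LOC4335956) fell from 1895 ± 489 in W5D to 76.7 ± 1.20 in M5D (SD, n = 3 arrays each), a log2 change of -4.59 (SE 0.32, adjusted p = 1.36e-06 from limma). Of 25 heat shock protein genes, 16 were lower and none was higher (17 lower when adjusted over the list alone), with a median log2 change of -0.91 (adjusted p = 4.77e-19 from camera, and adjusted p = 0.00682 with an estimated correlation). In all, 10 lists passed camera at this stage, against up to 9 in other splits of the same arrays. MCM2, MCM3 and MCM4, subunits of the helicase that opens DNA for replication, had log2 changes of -1.77 (SE 0.23), -1.62 (SE 0.21) and -1.59 (SE 0.19), with adjusted p between 0.000152 and 0.000284. Of 51 cell cycle and histone genes, 19 were lower, 4 higher and 28 not past the test (19 lower and 6 higher when adjusted over the list alone, adjusted p = 0.00911, and adjusted p = 0.338 with an estimated correlation). OsMADS13 (LOC4351753), a factor of ovule identity, rose from 1025 ± 92.2 to 1981 ± 146 (SD, n = 3), a log2 change of 0.95 (SE 0.11, adjusted p = 0.000140). OsMADS21 (LOC4324888), its relative, had a log2 change of 0.79 (SE 0.18, adjusted p = 0.0119, and 0.0576 without W5D replicate 3, the highest over its alternatives). Of 31 MADS-box genes, 8 were higher and 1 was lower (9 and 1 when adjusted over the list alone, adjusted p = 0.0368, and adjusted p = 0.333 with an estimated correlation). The MADS-box call was lost without W5D replicate 2 (adjusted p = 0.0854) and without M5D replicate 3 (adjusted p = 0.236), within a range up to 0.333 over its alternatives.

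SWEET15 (LOC4329464), a sucrose exporter, rose from 291 ± 125 to 714 ± 115 (SD, n = 3), a log2 change of 1.37 (SE 0.23, adjusted p = 0.00165). Of 18 sugar and amino acid transporters, 4 were higher and none was lower (the same over the list alone, adjusted p = 0.0648). Of 29 cytokinin genes, 10 were higher and 4 lower (12 and 5 over the list alone, adjusted p = 0.106). Of 19 genes of abscisic acid and ethylene, 3 were higher and 3 lower (the same over the list alone, adjusted p = 0.954), and the median of this list was above 0 and its mean below. Of 5 lipid transfer protein genes, 2 were higher and 1 was lower (3 and 1 over the list alone, adjusted p = 0.336), with a median of 0.25 and a mean of -0.25. LTPL1, 1 of the 2 higher, lost the call without W5D replicates 1, 2 or 3 and without M5D replicates 1 or 2 (adjusted p from 0.0905 to 0.143). The lower gene, LTP-2 (LOC4331362), fell from 3139 ± 1155 to 444 ± 47.8 (SD, n = 3). Among other tissue lists, 9 photosynthesis genes had 2 higher (adjusted p = 0.919, with a median of -0.04 and a mean of 0.01) and 25 ribosomal protein genes 2 higher (adjusted p = 0.0955, with a median of -0.11). None of the 9 anther and pollen genes passed (adjusted p = 0.816, and none over the list alone). Of the probe sets of Table 2, which was chosen on these arrays and is not independent evidence, 32 were lower past the test.

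**Figure D1:**
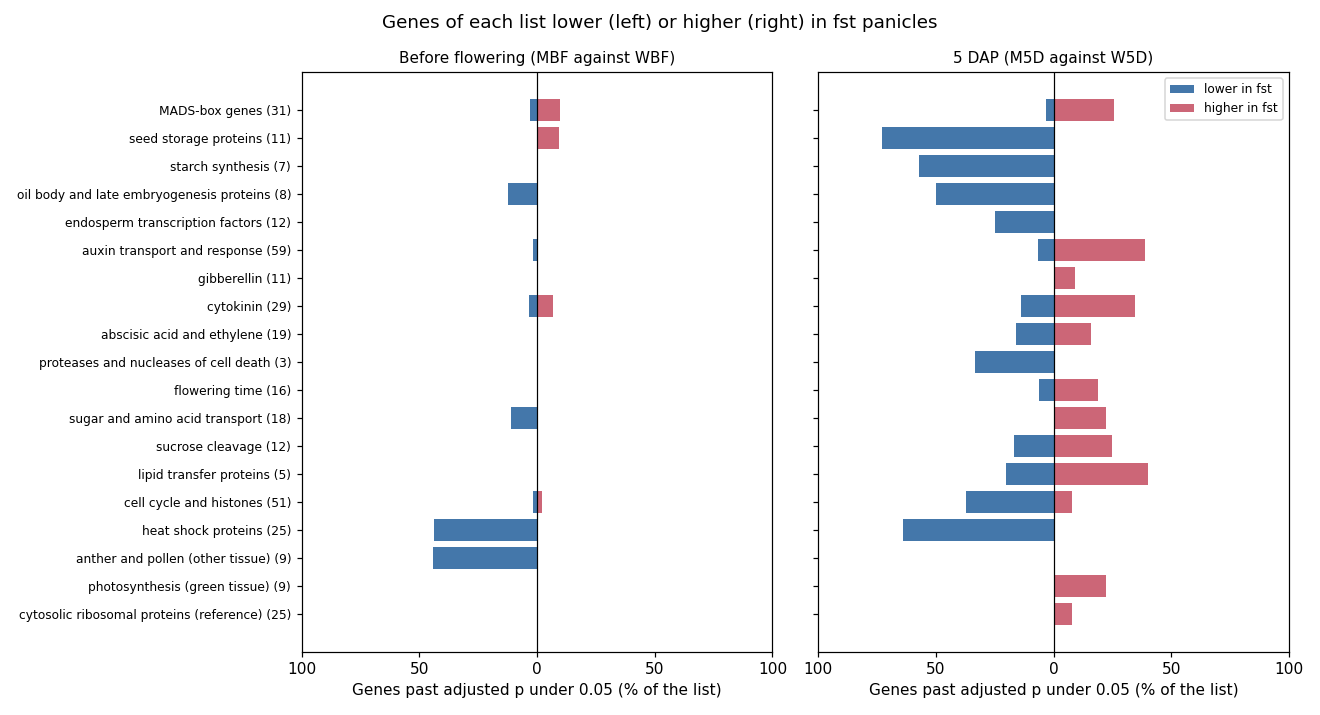
Share of the genes of each list past an adjusted p of 0.05 (horizontal axis, %, lower in fst to the left and higher to the right), before flowering and at 5 DAP, with the number of genes of each list in brackets. Of 25 heat shock protein genes, 11 are lower before flowering and 16 at 5 DAP, and of 11 seed storage genes 8 are lower at 5 DAP.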

Genes were functionally grouped into categories involved in auxin efflux and polarity, cell differentiation, embryonic development, seed maturation and endosperm development, morphogenesis, cell-to-cell signaling, signal transduction, nutrient reservoir, starch biosynthesis, sugar and glucose transporter, protein and lipid transport and PCD.

**Table 2:** Genes involved in seed development with expression changes of at least 2-fold (*fst/* WT) in *fst* seeds and ovaries 5 DAP.

Probe Set ID	Fold Change	Average of W5D	Average of M5D	KOMME or Unigene ID	Annotation
**Auxin efflux and polarity**					
Os.26610.1.S1_a_at	–183.9	1741.25	10.48	AK108210	DUF581 domain
Os.8177.1.S1_a_at	–155.7	2313.1	12.81	AK287969	*RP5*
Os.16301.1.S1_at	–122.9	2501.73	34.28	AK288961	*HAP5*
OsAffx.8037.1.S1_s_at	–60.8	1010.47	15.56	AK288062	*ZEAOE17*
Os.10185.1.S1_at	–14.5	112.22	7.49	AK101049	Similarity to *Xpo5*, *HST*
Os.2230.1.S1_at	+2.1	54.74	116.19	AK102343	*PIN1*
**Hormone** **regulation**					
OsAffx.18799.1.S1_s_at	–8.4	386.51	107.63	Os.79618	IAA29-like
Os.12812.1.S1_at	–7.5	295.75	30.29	AK063677	*emp1*
Os.17900.1.S1_s_at	–7.0	98.32	13.3	Os.17900	GA-regulated protein 2
Os.48846.1.S1_at	–6.2	113.89	18.76	AK059073	GA-regulated family protein
**Negative regulation of flowering time**					
Os.10185.1.S1_at	–14.5	112.22	7.49	AK101049	similarity to *Xpo5*, *HST*
OsAffx.16823.1.S1_at	–5.1	311.51	62.10	AK242200	*FIE2*
Os.4171.1.S1_s_at	–4.0	526.58	136.48	AK070121	*OsMADS22*
**Cell differentiation**					
Os.47896.1.A1_at	–24.7	6643.45	269.45	AK107986	Leucine-rich repeat protein
**Cell-cell signaling**					
Os.16615.1.S1_at	–214.8	4896.03	23.23	Os.16615	Protein kinase, putative
Os.28994.1.S1_at	–77.5	2428.35	31.6	AK110796	Hydroxyproline-rich glycoprotein
**Embryonic development**					
Os.5325.1.S1_at	–38.5	256.07	6.15	AK107930	Seed maturation protein
Os.15983.1.S1_at	–24.4	174.06	6.94	AK067273	*AT3*
Os.57554.1.A1_at	–19.9	748.99	66.56	AK241920	NF-YB
**Seed maturation and endosperm development**					
OsAffx.3442.1.S1_at	–5.5	72.34	15.87	AK287592	AIP2
OsAffx.16823.1.S1_at	–5.1	311.51	62.1	AK242200	FIE
Os.39228.1.S1_at	–4.1	153.27	37.29	AK287435	glutathione S-transferase
**Signal transduction**					
Os.2544.1.S1_s_at	–31.4	1960	59.37	AK106383	*OsTIP3*
Os.55500.1.S1_at	–28.7	1012.79	66.03	AK242910	*AFG1*-like protein
Os.47896.1.A1_at	–24.7	6643.45	269.45	AK107986	*LRP*
**Nutrient reservoir**					
Os.13715.3.S1_x_at	–880.0	7177.77	7.32	AK242325	Prolamin/ PPROL 17 precursor
Os.11489.1.S1_a_at	–745.9	8153.94	9.53	AK107343	*CRA1*
Os.8502.7.S1_x_at	–437.2	4046.12	8.92	AK242910	Prolamin 7 gene
Os.5918.1.S1_at	–393.1	3197.39	7.7	AK107785	Prolamin
Os.22346.1.S1_x_at	–343.5	2869.37	7.68	AK288031	*OsGRP1*
Os.9822.3.S1_x_at	–285.5	3657.07	10.83	AK064478	Glutelin type-A 1 precursor
**Starch biosynthesis**					
Os.11244.3.S1_x_at	–90.1	4338.75	114.72	AK109227	Starch synthase
Os.5738.1.S1_at	–21.9	1237.78	55.42	AK106045	Soluble starch synthase II-3
Os.6732.1.S1_a_at	–14.3	2290.43	154.12	AK071497	*APL*
**Apotosis (programmed cell death)**					
Os.26610.1.S1_a_at	–183.9	1741.25	10.48	AK108210	DUF581 domain containing
Os.26910.1.A1_at	–12.0	83.16	6.83	AK073759	*Pikm2-TS*
Os.26510.1.S1_at	–11.9	134.66	11.11	AK066312	*Mla10*

W5D and M5D: Spikelets were sampled from *FST* and the *fst* mutant before flowering stage. Fold change: (-) Down-regulated genes, (+) Up-regulated genes. The definition and function of genes were referenced using SWISS-PROT (by BLASTX) and GO classification (GenBank) in the KOMME (http://cdna01.dna.affrc.go.jp/cDNA/) and Rice Genome Browser (http://rice.plantbiology.msu.edu/cgi-bin /gbrowse/rice/) databases.

Among the genes showing altered expression, *HST* (AK101049), *NF-YB* (AK241920), *ATS3* (AK067237), *FIE2* (AK24220), *LTP* (AK242537), *PPROL17* (AK242325), *CRA1* (AK107343), *OsGRP1* (AK288031), *GASA2* (AK110640), *RPM1* (AK100303) and the *NBS-LRR* family (Os.92013) were involved in polarity specification of the adaxial/abaxial axis, as well as embryonic and seed development [38]–[47].

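Seed storage genes of this group gave signals near the lowest of the array in fst panicles at 5 DAP, while HST, ATS3 and the resistance-type genes were reduced at both stages. PPROL17, a prolamin, gave 7178 ± 3675 in W5D and 7.32 ± 1.60 in M5D (SD, n = 3 arrays each), a log2 change of -9.78 (SE 0.35, adjusted p = 3.60e-09 from limma). CRA1, a cruciferin-type globulin, gave 8154 ± 4712 and 9.53 ± 0.836 (SD, n = 3), a log2 change of -9.54 (SE 0.34, adjusted p = 3.60e-09). The annotation used here gives both probe sets to LOC9270227, so PPROL17 and CRA1 are the names of Table 2. OsGRP1 had a log2 change of -8.42 (SE 0.28, adjusted p = 2.27e-09). These 3 stayed near the lowest signals in WBF and MBF. NF-YB (LOC4330587), a subunit of a CCAAT-binding factor, gave 749 ± 361 in W5D and 66.6 ± 87.9 in M5D (SD, n = 3), a log2 change of -4.31 (SE 0.69, adjusted p = 0.00125). Its M5D signal was 168 in replicate 1 and 17.8 and 13.9 in the other arrays, and the log2 change was -5.45 without M5D replicate 1 and -3.65 without M5D replicate 3.

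HST (LOC4350580 on chromosome 11), similar to an exportin of small RNAs, fell from 440 ± 147 in WBF to 27.0 ± 3.43 in MBF (SD, n = 3), a log2 change of -3.99 (SE 0.24, adjusted p = 3.53e-06), and by nearly as much at 5 DAP, with a log2 change of -3.86 (SE 0.24, adjusted p = 5.76e-07). ATS3 (LOC4327118), which the paper lists under embryonic development, fell from 1463 ± 381 to 7.55 ± 0.387 before flowering (SD, n = 3), a log2 change of -7.56 (SE 0.21, adjusted p = 1.84e-09), and had a log2 change of -4.61 (SE 0.21, adjusted p = 3.11e-08) at 5 DAP. LTP (LOC4348109), a lipid transfer protein, had a log2 change of -6.85 before flowering (SE 0.94, adjusted p = 0.00162), from WBF signals of 9998, 257 and 3058 on the 3 arrays, and was near 10.5 in both genotypes at 5 DAP. Its log2 change before flowering was -5.69 without WBF replicate 1, -8.33 without WBF replicate 2 and -7.46 without MBF replicate 2. GASA2 (LOC4338883), a gibberellin-responsive peptide, had log2 changes of -1.98 (SE 0.34, adjusted p = 0.00558) and -2.81 (SE 0.34, adjusted p = 0.000141) at the 2 stages. RPM1 (LOC4350996), a resistance gene, had -3.78 (SE 0.33, adjusted p = 7.20e-05) and -1.71 (SE 0.33, adjusted p = 0.00401), and the NBS-LRR probe set -4.67 (SE 0.20, adjusted p = 2.34e-07) and -3.59 (SE 0.20, adjusted p = 2.34e-07). Folds against fst signals below 10 depend on the background correction.

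**Figure D2:**
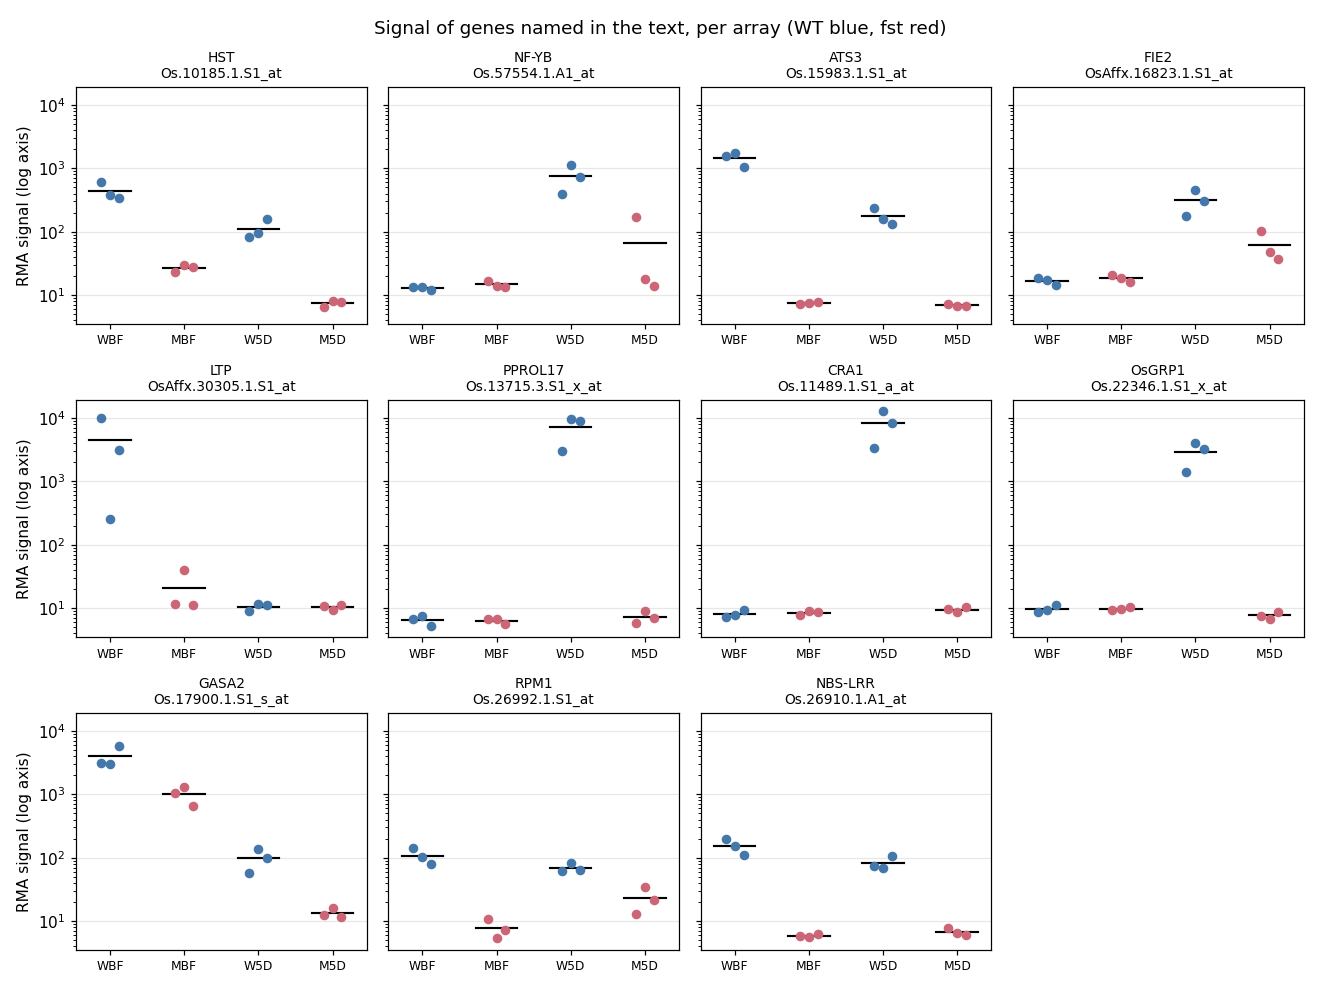
RMA signal (log axis) of 11 probe sets on each of the 12 arrays, by group, with WT in blue, fst in red and the arithmetic mean of each group as a line. PPROL17 lies at 2963 or above on every W5D array and at 9.07 or below on every M5D array, and the LTP probe set spreads from 257 to 9998 over the WBF arrays.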

## Discussion

### A Novel Function Identified in B_s_ MADS-box Genes in Plants

Our results demonstrated that the complete female-specific sterility (*fst*) identified in a *japonica* rice cultivar Junambyeo was caused by a spontaneous mutation in a B_s_ MADS-box gene, although this *fst* mutation does not affect male gamete development and viability (Figure S1A-S1F). Nevertheless, the mutant phenotype of female sterility only occurred in homozygous (-/-) plant, while the female gamete carrying *fst* mutant allele derived from F_1_ heterozygous (+/-) plant was completely fertile, suggesting that the *fst* mutant phenotype of female sterility depended on the sporophytic, instead of gametophytic genotypes. Consistently, morphological and anatomical analyses revealed that, in the *fst* mutant plants, defective developments exclusively occurred in sporophytic (diploid) organs/tissues including integuments, nuclelus cells, zygotic proembryos and endosperm, instead of gametophytic (haploid) embryo sac.

Our data demonstrated that the loss-of-function in the B_s_-group MADS-box gene *FST* influences the patterning and growth of ovules before fertilization but also disrupts early development of the zygotic proembryo and endosperm after the fertilization, leading to subsequent sterility. The severe defect in integument development and transformed ovule shape observed in the *fst* mutant is similar to that observed in the eudicot loss-of-function mutants [28], [29], [30], [32]. Nevertheless, the failure in proembryo development and differentiation leading to aborted seed development is unique in rice *fst* mutant plants. To date, the B_s_-group MADS-box genes were known for regulating integument, seed coat, fertilization, endosperm development, fruit growth, seed germination and degradation of the nucellus and the nucellar projection during rice seed development [24], [26]–[33]. Undoubtedly, rice *FST* plays indispensable roles and multiple functions during ovule and early seed development.

### *FST* Acts as a Negative Regulator of Flowering Time

Our data based on phenotypic analyses demonstrated that the flowering time in plants of the *fst* mutant (loss-of-function in *FST*) and suppressed *FST* (*FST-RNAi*) was significantly earlier than that of WT (*FST*) and over-expressed *FST*. Microarray analysis revealed that expression of *FIE2* (AK242200) and *OsMADS22* (AK070121) was prominently reduced in the *fst* mutant compared to the WT (Table 2). *FIE2*, a polycomb group gene, and *OsMADS22*, a SVP group MADS-box gene, are well-known negative regulators of flowering time [41]–[42]. Thus, we conclude that *FST* may act as a direct or indirect negative regulator of flowering time.

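FIE2, a polycomb group gene, and OsMADS22, a MADS-box gene of the SVP group, were both lower in fst panicles at 5 DAP and not before flowering. The FIE2 probe set gave 312 ± 136 in W5D and 62.1 ± 34.1 in M5D (SD, n = 3 arrays each), a log2 change of -2.36 (SE 0.34, adjusted p = 0.000608 from limma). OsMADS22 (LOC4330805) gave 527 ± 133 and 136 ± 57.2 (SD, n = 3), a log2 change of -2.00 (SE 0.25, adjusted p = 0.000186). Before flowering their log2 changes were 0.14 (SE 0.34, adjusted p = 0.858) and -0.18 (SE 0.25, adjusted p = 0.720). The difference between the stages was -2.50 for FIE2 (adjusted p = 0.00963) and -1.82 for OsMADS22 (adjusted p = 0.00904). FIE2 signal in WT was itself low before flowering, at 16.7 ± 2.04 (SD, n = 3).

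Of 16 flowering time genes, 3 were higher and 1, OsMADS22, was lower at 5 DAP (6 and 1 when adjusted over the list alone), with an adjusted p of 0.154 for the list from camera. The list passed upward without M5D replicate 2 (adjusted p = 0.0466) and without probe sets marked for cross-hybridization (adjusted p = 0.0416). Hd1, 1 of the 3 higher, lost its call without W5D replicate 2, M5D replicate 2 or M5D replicate 3 (adjusted p from 0.0542 to 0.0846). OsMADS56 (LOC4349237) was among the higher genes, with a log2 change of 0.68 (SE 0.15, adjusted p = 0.00927). Before flowering none of the 16 passed the test (none over the list alone), and the adjusted p of the list was 0.181. No leaf or shoot apex was measured on these arrays. The paper draws on the lower FIE2 and OsMADS22, and on flowering that was earlier in fst and FST-RNAi plants and later with FST over-expression. It proposes that FST may act, directly or indirectly, as a negative regulator of flowering time.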

### *FST* Is a Key Regulator Required for Female Organ/Tissue and Seed Development

Our in situ hybridization data showed strong expression of *FST* at the base of the stigma, nucellus and inner integument at early stage of pistil development (Figure 5A–5F). Consistently, morphological and anatomical analyses provided evidence that *fst* mutant plants displayed transformed shape and defective development at the chalaza and integument (Figure 2). This suggests that *FST* may play a pivotal role in regulating development of pistil components. Interestingly, high expression level of *FST* was also detected in apical and basal parts of the 3–4 DAP proembryos, and in the shoot apex and coleorhizae 5–7 DAP embryos (Figure 5H–5L). We therefore postulate the arrest of proembryo development observed in *fst* mutant plants probably resulted from the loss of correctly coding FST protein. In addition, we found that *FST* was expressed in endosperm nuclei tissue and seed coat at an early stage of seed development (Figure 5M–5O). These findings imply that *FST* may participate in regulating endosperm development and nutrient metabolism.

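More probe sets passed the test between fst and WT panicles at 5 DAP than before flowering, and few were strongly changed at both stages. An oxidoreductase (LOC4337737) was lower at both, from 326 ± 94.3 in WBF to 61.1 ± 17.6 in MBF and from 227 ± 35.5 in W5D to 47.8 ± 19.0 in M5D (SD, n = 3 arrays each), with log2 changes of -2.41 (SE 0.29) and -2.31 (SE 0.29). A wound-induced protein had log2 changes of -2.29 (SE 0.38) and -2.47 (SE 0.38), and adjusted p of 0.00497 and 0.000933 from limma. In all, 15 probe sets were at least 4-fold lower and past the test at both stages, with 0.44 from independent lists of these sizes, and none was at least 4-fold higher at both.

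At 5 DAP, 6655 of 57258 probe sets passed an adjusted p of 0.05, 3559 higher and 3096 lower in fst. Lower probe sets outnumbered the higher without W5D replicate 2 (2334 higher and 2371 lower), W5D replicate 3 (2306 and 2330) or M5D replicate 3 (2729 and 2790) and at a threshold of 0.01 (1745 and 1824). The numbers of the 2 stages lay nearer to each other with array weights (5088 before flowering and 7971 at 5 DAP) and by the SAM-style test (5183 and 7161). The effect of fst differed between the stages for 3636 probe sets, for 2062 in the upward direction and for 1574 in the downward direction (2947 and 1249 when each array was centred on the same median, and 588 and 618 at a threshold of 0.01). Every fst array lay beyond every WT array for 16279 probe sets before flowering and for 15294 at 5 DAP, more at the earlier stage, where chance gives 10% of all.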

Microarray analyses allowed us to evaluate the impact of *fst* mutation on gene expression, where the level of a large number of genes was significantly altered (Table 1 and 2). Consistent with the results from molecular and morphological analyses, some changes of gene expression appeared to be associated with the developmental defects visualized in *fst* mutant and *FST-RNAi* repression lines. For instance, remarkably down-regulated expression of genes observed in auxin efflux, GA signaling, or other cellular processes, such as PCD, polarity and cell fate determination [38]–[40], [47]–[50], may influence chalaza positioning and integument formation, and subsequently result in defective zygotic embryo and endosperm development.

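Of the auxin genes that passed the test at 5 DAP, more were higher than lower in fst panicles, and before flowering few passed. IAA8 (LOC4330571), a repressor of auxin response, rose from 148 ± 35.0 in W5D to 418 ± 74.2 in M5D (SD, n = 3 arrays each), a log2 change of 1.51 (SE 0.19, adjusted p = 0.000172 from limma), and IAA20 (LOC4340245) fell, with a log2 change of -1.51 (SE 0.15, adjusted p = 3.71e-05). Of 59 genes of auxin transport and response, 23 were higher, 4 lower and 32 not past the test (30 higher and 6 lower when adjusted over the list alone), with a median log2 change of 0.31 (adjusted p = 1.16e-06 from camera, and adjusted p = 0.0921 with an estimated correlation). Before flowering 1 of the 59, IAA14, was lower and none was higher (the same over the list alone, adjusted p = 0.964 for the list). IAA14 lost the call without WBF replicate 3, MBF replicate 1 or MBF replicate 3 (adjusted p from 0.0532 to 0.0544, the highest over its alternatives). Of the auxin probe sets of the paper's tables, 3 were lower before flowering and 5 at 5 DAP. The samples were whole pooled panicles, so a higher signal does not separate more transcript per cell from a changed share of tissues.

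GA20OX3, a gene of gibberellin synthesis, was the single one of 11 gibberellin genes to pass at 5 DAP, with a log2 change of 0.65 (SE 0.12, adjusted p = 0.00325). Over the list alone 2 were higher and none lower, and the list had an adjusted p of 0.0368 (adjusted p = 0.138 with an estimated correlation, and adjusted p = 0.0734 without W5D replicate 3, within a range up to 0.147 over its alternatives). Before flowering none passed (none over the list alone, adjusted p = 0.707). A GA-regulated family protein of Table 2 (LOC4347055) had a log2 change of -2.63 (SE 0.20, adjusted p = 3.30e-06). Among genes listed under PCD, the CC-NBS gene (LOC9267585) had log2 changes of -4.62 (SE 0.27) before flowering and -3.58 (SE 0.27) at 5 DAP, and APP of -3.76 (SE 0.32) before flowering. Of 3 proteases and nucleases of cell death none passed before flowering (1 higher and 1 lower over the list alone, adjusted p = 0.964, with a median above 0 in a downward test). At 5 DAP 1 was lower (2 lower over the list alone, adjusted p = 0.0445, and adjusted p = 0.159 with an estimated correlation). That call was lost without W5D replicate 2 (adjusted p = 0.0543), W5D replicate 3 (adjusted p = 0.0830) or M5D replicate 3 (adjusted p = 0.0675), within a range up to 0.159 over its alternatives. The list of NBS-LRR genes held 1 gene, which passed at neither stage. RPM1 and the CC-NBS gene, both lower past the test at both stages, are not on that list. The paper proposes that lower expression of genes of auxin efflux, GA signaling and PCD influences chalaza positioning and integument formation.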

Based on the observations and analyses, we propose a model to explain how the *FST* works throughout pistil and seed development (Figure 5P–5R) as follows. The expression of *FST* at the base of stigma may define the chalaza formation at correct position by the induction of a signal factor (SF) activated via signal transduction. Failure of this function can cause abnormal shape and positioning of the chalaza in the *fst* mutant. Likewise, the expression of *FST* in the nucellus and inner integument may lead to the development of the nucellus and differentiation of the inner-outer integument by the induction of a SF (Figure 5P2 & 5P3). The high expression of *FST* activates the expression of a subset of genes involved in developmental and hormone signaling pathways that induce cell division in the top section of the proembryo (Figure 5Q1), thus constantly influence morphogenesis and axis determination (Figure 5Q2). In contrast, a low expression level of *FST* may suppress cell division in this process. During differentiation of the primordium into the shoot and root, a high level of *FST* induces differentiation of the shoot apex and determine the axis of shoot and root growth during germination (Figure 5Q3 & 5Q4), respectively. In addition, *FST* may guide the development of ENT (endosperm nuclei tissues) predating ENC (primary cellular endosperm cells) formation and accelerate the building-up of the nutrient reservoir and starch biosynthesis [43]–[46], [51] in the endosperm by the induction of a SF. 

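Most seed storage genes of the list and part of the starch synthesis genes gave lower signals in fst panicles at 5 DAP. GLUB-5 (LOC4328968) and GLUA3 (LOC4333164), which encode glutelins, fell from 4787 ± 1979 to 12.6 ± 1.29 and from 1553 ± 836 to 5.25 ± 0.254 (SD, n = 3 arrays each), log2 changes of -8.46 (SE 0.27, adjusted p = 1.99e-09 from limma) and -8.03 (SE 0.32, adjusted p = 9.82e-09). Of 11 seed storage genes, 8 were lower and none was higher (9 lower when adjusted over the list alone), with a median log2 change of -5.51 (adjusted p = 1.43e-17 from camera, and adjusted p = 0.0191 with an estimated correlation). GBSS1, the waxy starch synthase, fell from 4339 ± 1682 to 115 ± 168 (SD, n = 3), a log2 change of -6.49 (SE 0.84, adjusted p = 0.000272). Its M5D signal was 309 in replicate 1 and 20.8 and 14.4 in the other arrays, and the log2 change was -7.88 without M5D replicate 1 and -5.67 without M5D replicate 3. SSII-3, a soluble starch synthase, and APL, a subunit of ADP-glucose pyrophosphorylase, had log2 changes of -4.45 (SE 0.29, adjusted p = 8.82e-07) and -3.84 (SE 0.27, adjusted p = 1.39e-06). Of 7 starch synthesis genes, 4 were lower and 3 did not pass the test, all 3 with a change above 0 (4 lower over the list alone), with a median of -0.81 (adjusted p = 0.00483). The call on this list was lost with an estimated correlation (adjusted p = 0.159) and without probe sets marked for cross-hybridization (adjusted p = 0.0961), within a range up to 0.159 over its alternatives.

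SUS3 (LOC4343910), a sucrose synthase, fell from 5765 ± 1690 to 1357 ± 239 (SD, n = 3), a log2 change of -2.06 (SE 0.22, adjusted p = 6.42e-05), while SUS5 and SUS6 rose from signals near 16 to signals near 41. The list of 12 sucrose cleavage genes had 3 higher and 2 lower (the same over the list alone, adjusted p = 0.919, with a median of -0.02 and a mean of 0.06). Of 12 endosperm transcription factors, 3 were lower (4 over the list alone), with a median of -0.13 (adjusted p = 0.0116, and adjusted p = 0.159 with an estimated correlation). Of 8 oil body and late embryogenesis genes, 4 were lower (6 lower and 1 higher over the list alone), with a median of -0.83 (adjusted p = 0.000225, and adjusted p = 0.0728 with an estimated correlation). RAB21 (LOC4350454) among them fell from 1065 ± 16.6 to 316 ± 31.4 (SD, n = 3). The samples were whole pooled panicles, so a lower signal does not separate fewer endosperm cells from less transcript per cell. In a model that it bases on its observations and analyses, the paper proposes that FST guides the development of endosperm tissue and speeds the build-up of the nutrient reservoir and of starch, by inducing a signal factor.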

The phenotype of suppressed *FST* and *OsMADS29* [33] transgenic plants strongly supports this hypothesis.

In conclusion, we demonstrated the multifunctional roles of the B_s_-group MADS-box gene *FST* in rice. Our study provided a complete overview of biological, genetic, and molecular mechanisms, as well as expression profiling data underlying the ovule and seed development. These findings will likely lead to a better understanding of the evolution and molecular mechanisms of reproductive processes in higher plants.

## Materials and Methods

### Mutant Plant History

In 1999, we discovered the spontaneous *fst* mutant G39 (*O. sativa* L. ssp. *japonica*) from Junambyeo, a newly developed rice breeding line in the experimental field of Yeungnam University at Gyeongsan (35.9°N, 128.6°E, 58 masl.) in Korea.

### Experimental Materials

An F_2_ mapping population was derived from a cross between Samgangbyeo (*O. sativa* L. ssp. *indica*) and G39, which contained *fst*. The *fst* allele was introduced into Chinese Dongxiang wild rice (*O. rufipogon* Griff.) and several elite varieties including Junambyeo, Nan34 and Ansanbyeo (*O. sativa* L. ssp. *japonica*) to study the morphology, cytology, inheritance and molecular mechanisms through a backcrossing method.

### Genetic Mapping and Cloning of *FST*

*FST* was mapped with SSR and STS markers using 1286 F_2_ plants. The candidate gene was amplified using gene-specific primers in both *fst* and WT plants (Table S3). The linkage map was constructed with the Map Manager program QTXb17 [52]. ORF search and homology analysis of nucleotide and amino acid sequences were performed using NCBI databases (http://www.ncbi.nlm.nih.gov). The sequence was aligned using MEGA 5.0 [53].

### RNA Isolation and Expression Analysis

Total RNA was prepared using TRI Reagent (Ambion:http://www.ambion. com). First-strand cDNA was synthesized from 2 mg of total RNA. RT–PCR was performed using gene-specific primers (Table S3), 25–30 reaction cycles and three biological replicates for each reaction.

### Microscopic Observations

#### Pollen fertility

Anthers of the *fst* mutant and its WT were collected from 30 spikelets from ten plants (three panicles each) at the flowering stage. Pollen grains from anthers were suspended in a 1% potassium iodide solution (I_2_/KI). Pollen fertility was calculated by determining the percentage of normal pollen grains against total pollen grains per spikelet.

#### Pollination process

Artificial pollination was carried out one day before flowering using previously emasculated mature flowers. Around 3000–3500 perfect flowers from both *fst* and *FST* were emasculated prior to anthesis and enclosed with paper bags. Pollen grains from *fst* were pollinated on its own stigmas and on WT stigmas. Approximately 150–200 pistils (3 replications of 50–70 pistils each) were sampled every 10 min for up to 60 min between 1 and 10 DAP. The pistils were placed in fixative FAA (80% ethanol: 37% formaldehyde: 100% acetic acid, in a ratio of 8:1∶1) for 24 h, rinsed in distilled water for 4 h, softened for 1 h at 60°C in 1N NaOH and rinsed again for 4 h in distilled water. The pistils were then stained in 0.1% water-soluble aniline blue for 10 min. Samples were immediately prepared in a droplet. For each genotype, the ovary was separated from the base of the style during the sample preparation procedure. The samples were then covered with cover slips and squashed gently. The ovules was observed under a microscope (Olympus BX51, UV filter set) and photographed.

#### Ovary development

To analyze ovary development of both the *fst* mutant and its WT, several hundreds of flowers were prepared at different stages ranging from panicle and floral organ initiation to ripening during pre- and post-fertilization. The lemma, palea and anthers were dissected out from the flowers in order to reach the ovaries. The ovaries were immersed in glutaraldehyde fixative solution, which contained 1.4% glutaraldehyde, 2% paraformaldehyde and 50 mM PIPES (pH 7.2), at 4°C overnight as described previously [54]. After rinsing again in PIPES buffer, the samples were dehydrated in an ethanol series of 10 to 100% and then embedded in paraffin (Paraplast Plus, Sigma). The paraffin-embedded ovary samples were further sliced into 4 µm sections with a microtome (Leica DMR) and stained with 0.05% toluidine blue containing 0.1% sodium carbonate or propidium iodide (PI) (5 µm/ml). The tissue sections were observed under a light microscope or in fluorescent mode (Leica DM 2500, fluorescent set).

Scanning electron microscopy (KYKY-EM3200) of whole mature ovules of both *fst* and *FST* was performed as described previously [55]. Development of ovules and embryo sacs of the transgenic plants were detected with mature ovaries; 20 ovaries were prepared from each of the 50 RNAi plants sampled. To investigate starch formation and endosperm shape in the mutant and RNAi lines, spikelets at 10 and 20 DAP were sampled. The endosperms were cut with a sharp knife and stained with 1% potassium iodine solution (I_2_/KI).

The morphological terminologies of rice organs or tissues are described in Table S4. Statistical analysis was performed by Statistix for Windows version 2.0 by Analytical Software (http://www.statistix.com).

### Microarray Analysis

Three independent biological replicates of the *fst* mutant and WT panicle mRNA at different stages of ovule development were used for microarray experiments. Pools of panicles were used to evaluate genes predominantly expressed in the ovary and seed. For microarray analysis, the standard protocol of the Affymetrix GeneChip service was used when setting up the experiment (CapitalBio, http://www.capitalbio.com). To identify differentially expressed genes, the signal ratio of each gene between the WT and the mutant was calculated. The array data sets were named after the genotype (W, WT; M, *fst* or *cynosure*, a previous designation) and ovule stage pool (BF, before flowering stage; 5D, 5 DAP stage). The definition and function of the genes were referenced using SWISS-PROT (by BLASTX) and GO classification (GeneBank) in the KOMME (http://cdna01.dna.affrc.go.jp/cDNA/) and Rice Genome Browser (http://rice.plantbiology.msu.edu/cgi-bin/ gbrowse/rice/) databases.

### Northern Blot Analysis and *In Situ* Hybridization

For Northern blot analysis, 15 µg of purified total RNA from tissues of vegetative and reproductive organs was run on a 1.2% agarose gel containing formaldehyde and transferred onto a Hybond-N+ membrane (Amersham: http://www. gelifesciences.com /Amersham). The gene-specific probe was amplified using the primers *FST*RT-F and *FST*RT-R (Table S3) to amplify a region of ∼200 bp on the 3’ end of the ORF of *FST*. PCR fragments were inserted into the pGEM-T easy vector (Promega: http:/www.promega.com) and transcribed *in vitro* by either a T7 or SP6 promoter for sense or antisense strand synthesis using the Digoxigenin RNA labeling kit (Roche: http://www.roche-applied-science.com). The blot was performed as described previously [56].

For *in situ* hybridization, hybridization and immunological detection were performed as described by Jackson [56] using the same probe generated for the Northern blot analysis.

### Binary Vector Constructs

To determine the complementation of the *FST* phenotype to an 8 bp deletion, *pFST::FSTg* (harboring a 6.9-kb genomic DNA fragment containing the entire *FST* coding region, a 2.6 kb promoter region and a 0.7 kb 3’ region) and *pFST::FSTc* (containing a 2.6 kb promoter region and cDNA sequence of *FST*) were constructed using the binary vector pCAMBIA1300. To construct the *FST* RNAi vector (*35SX2::RNAi-FST*), an intron fragment containing 155 bp was used as a linker between a 396 bp gene-specific fragment in the antisense and sense orientations; these reconstructed fragments were inserted into the pHB binary vector containing a double 35S promoter. A transgenic *35S::FST* over-expressing line of plants was also generated. To study promoter activity, a 2.6 kb genomic DNA fragment upstream of the *FST* coding region was fused to the GUS reporter gene with the nopaline synthase terminator and cloned into the binary vector pCAMBIA1305 to generate the *pFST::GUS* plasmid.

### Plant Transformation

The binary plasmids were introduced into *Agrobacterium tumefaciens* EHA105 and the calli induced from the anther of the *fst* mutant plants were transformed. The binary vectors were also transformed into rice calli, which were induced from mature WT embryos of Nipponbare and Liyu B (*O. sativa* L.). Transgenic plants were selected by hygromycin resistance and subsequently transferred to soil. In total, 17, 12, 61 and 30 independent transgenic lines were obtained for the *pFST::FSTc*, *pFST::FSTg*, *35SX2::RNAi-FST* and *pFST::GUS* constructs, respectively. All transgenic materials were assayed in the T_0_ and/or T_1 ,_ T_2_ generations using 10 to 30 independent or sibling plants.

For the nuclear localization analysis, the binary plasmid *35S::FST-GFP* was transformed into onion epidermal cells. The expression of the fusion protein was observed with a fluorescent microscope.

### Biological Trait and Physiochemical Property Analysis

For all samples of the mutant, WT and transgenic lines, the degree of grain filling was measured by 100 seed-weight from 15 individual plants (100 seeds each) while the WT was used as the control. In addition, the germination ability was evaluated using 30 individual plants (100 seeds each) and the seeds were germinated for 3 days at 28°C. The total protein and fat contents of grain were detected by using NIR spectra (Bruker FT-NIR, Vector 22/N-I) with three biological replicates from three independent RNAi lines (three plants per line) and WT plants.

### Promoter Activity Detection

For the GUS assay, transgenic plants were harvested from various tissues at different developmental stages and fixed in a solution of 2% paraformaldehyde, 1 mM EDTA, 100 mM sodium phosphate buffer pH 7.0. GUS activity was analyzed by staining overnight at 37°C in a staining solution (0.5% Triton X-100, 2 mM X-GluA, 50 mM sodium phosphate buffer, pH 7.0).

### Sequencing Data

Sequence data from this article can be found in the NCBI/GenBank data libraries under the accession number DQ004266. The microarray datasets have been deposited in GEO database with the accession number GSE33441.

## Supporting Information

Figure S1 **Phenotypic characterization of the** ***FST*** **and** ***fst*** **plants.** (A&B) Floral organs of *FST* (A) and *fst* (B) at the flowering stage. AN, anther; FI, filament; LE, lemma; LO, lodicules; OV; ovary; PA, palea; ST, stigma. (C&D) Normal seed of *FST* (C) and pseudo-like seed of *fst* (D) at the harvesting stage. (E&F) Pollen (PO) tube (PT) growth of *fst* 30 min after pollination visualized with aniline blue staining (E) and with SEM (F). (G&H) Normal penetration of *fst* pollen tube into the ovule (OU) through the micropyle (MI) at 40 min after pollination with SEM (G) and with aniline blue staining (H). TIPT, tip of pollen tube; TRPT, trace of pollen tube; OIN, outer integument. (I) Seed recovered by *pFST::FSTc*; shoot and root germinating on the inner side of endosperm caused a reversed hypocotyl growth axis. (J) Model of the structure and germination of rice seeds. EN, endosperm; LE, Lemma; PA, Palea; PAR, Pericarp; RO, Root; RTA, Root apex; SH, Shoot; SHA, Shoot apex; VBS, Vascular bundle of scutellum. Scale bars, 100 µm.
(TIF)

Figure S2 **Molecular mapping, cloning and phylogenetic analysis of the** ***FST*** **gene.** (A) Fine mapping of *fst* on chromosome 2. (B) Diagram of *FST* within a 16-kb region on the YAC clone AP 4836. Black boxes, exons; thin lines, introns; horizontal arrow, direction of transcription; white triangle, deleted *fst* region. (C) Schematic representation of *FST* and deletion in the MADS-box domain of *FST*. ORFs are boxed and regions therein are indicated. Black arrows, 8-bp nucleotide deletion shown in red. (D) Phylogenetic tree based on a comparison of the full amino acid sequences of typical or representative MADS-box genes in rice and other plants. Shown is a simplified cladogram illustrating the consensus most-parsimonious pattern of the relationships obtained using MEGA. The names of the MADS-box genes are indicated based on previous reports. (E) Alternative splicing and alignment of *FST* BF and *FSTb* 3–5 DAP, respectively.
(TIF)

Figure S3 **Subcellular localization and expression of the** ***FST*** **gene.** (A & C–E) GUS accumulation of pFST::GUS at the stages of panicle differentiation (PDS) (A), early stamen and pistil organ development (early meiosis to late meiosis) (SPD) (B), 5 DBF to just BF (BPS) (C), ripening (D) and 10 DAP (E). GUS accumulated in the lemma (LE), palea (PA), stamen primordia (SP), base of the stigma (BST), ovule (OV), tip of anther (AN) walls, apiculus (API), glumes (GL) of flowers and new tiller bud (TB) at the base of the main culm (BMC). (B) Nuclear localization of *FST* in onion epidermal cells transformed with the *35S::FST-GFP* vector. *FST-GFP* was observed in nuclei. (F) *FST* expression pattern in vegetative organs (root, leaf blade, leaf sheath, node and internode of stem) and reproductive organs (panicles) determined by RT-PCR. *FST* showed low expression at the SPD stage but high expression at the pollination and fertilization stages (30–60 min after pollination) (PFS). SES, seedling stage; TIS, tillering stage; PDS, panicle differentiation stage (panicle length < 5 mm); SPD, stamen and pistil organ development stage (panicle length 5–10 cm, early meiosis to late meiosis). (G) *FST* expression pattern in panicles by Northern blot analysis. Scale bars, 25 µm.
(TIF)

Table S1 **Genes involved in female organ development BF with expression changes of at least 4-fold (** ***FST/fst*** **).**
(XLS)

Table S2 **Genes involved in seed development 5 DAP with expression changes of at least 10-fold (** ***FST/fst*** **).**
(XLS)

Table S3 **Primers used for genotyping, plasmid construction and gene analyses in this study.**
(PDF)

Table S4 **Abbreviations of the terminologies of rice organs or tissues used in the paper.**
(PDF)

How the deposited data were processed for this re-analysis (not part of the article)

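Panicles of WT rice (cv. Junambyeo) and of the fst mutant (labelled with its earlier name, cynosure) were collected before flowering (BF) and at 5 DAP (5D) and measured on the Affymetrix Rice GeneChip, with 4 groups (WBF, MBF, W5D and M5D) of 3 arrays each. The description label of the fst arrays reads 'cyn wild lines', against their title, source name and genotype, which name the mutant and were followed. Each sample was a pool of 20 panicles from 10 plants. The paper's text gives the later stage as 3 to 5 DAP, and its methods and the sample labels as 5 DAP. The authors computed the intensities with RMA in Affymetrix Expression Console, which corrects the background, makes the distributions of the arrays alike and summarizes the probes of each probe set, and the versions of both are not given in the sources used here. The values analysed here are these intensities, called signals as in the paper, on a linear scale, which was checked against the group averages that the paper prints: all averages of Tables 1, 2, S1 and S2 lay within 1% of the arithmetic means of the columns, and all printed fold changes within 2% of the ratio of the geometric means. The methods name the signal ratio as the criterion for differential expression and no test, while Table S2 also holds a score and a q-value whose program the paper's text does not name.

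Signals were raised to at least 1 (a floor that no value needed, since the lowest was 3.00) and taken to log2. A mean per group was fitted to each of 57258 probe sets with limma 3.58.1 in R 4.3.3 over all 12 arrays, which leaves 8 residual degrees of freedom, followed by eBayes, and 123 control probe sets were left out. The contrasts were fst against WT at BF and at 5D, the difference between these effects (the interaction), and 5D against BF within WT and within fst. P was adjusted by the Benjamini-Hochberg method over all probe sets within a contrast, with a threshold of 0.05. Signals are printed as arithmetic means with SD over 3 arrays, and log2 changes with the standard error (SE) of limma. Comparisons that share arrays (an interaction and its parts, or a genotype and a stage comparison) are not independent of each other. A comparison of 3 arrays with 3 has 10 splits of its arrays, so an exact permutation test can give no p below 0.1, and the adjusted p printed are from limma, which pools the spread over probe sets.

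Probe sets were named with the gene table of the platform: 22436 had 1 gene, 95 several and 34727 none. Gene names are symbols or synonyms of the annotation or names of the paper's tables, and only the latter for probe sets without a listed gene. Lists of genes (21 of them) were written before the data were examined, by locus numbers and descriptions. The annotation holds neither for most genes, so rules on gene symbols were added after the table of names and before any test was seen. Of 17905 genes with a probe set, 2907 carried a synonym, so a list can miss genes of its family. A list without a call therefore does not speak for the whole family. Each gene of a list was represented by a single probe set. The lists were tested with limma's camera at a preset correlation between genes of 0.01, adjusted over the 19 lists with at least 3 genes, and again with the correlation estimated from the data. Other splits of the arrays also brought lists past camera, so a p at the preset is to be read beside that with the estimated correlation. The list of B_sister genes (2 genes) and of NBS-LRR genes (1 gene) were too small for the test. The auxin, seed storage, starch, endosperm, flowering time and MADS-box lists hold genes that the paper also names from these arrays. So do the heat shock, anther, oil body, lipid transfer and sucrose cleavage lists, in part through its supplementary tables. None of these lists is independent of the paper's tables. Genes named in the text were chosen by a rule set before the data were examined: FST and its B_sister relatives, the probe sets of Tables 1 and 2 and of the text, the 5 largest rises and falls at each stage with separate arrays, the 3 largest interactions in each direction, the 3 largest changes of each list, and the 5 most alike changes at both stages. The values in the paper's tables had been seen when this rule was written.

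Alternatives were set before the data were examined: quantile normalization of the values again, centring of each array on the same median, a filter that keeps the 31327 probe sets above a signal of 32.2 in at least 1 group, removal of probe sets whose name marks cross-hybridization (47268 kept), a single probe set per gene (17905 genes), leaving out each array in turn, fitting only the groups compared, eBayes with trend and robust, array weights, the replicate number as a block, a threshold of 0.01, a SAM-style permutation test, and arithmetic in place of geometric means. The arrays carry no batch or date in the labels. On simulated data with the spread of these arrays, changes of 4-fold were recovered in 99% of 100 probe sets at BF and 98% at 5D, and changes of 2-fold in 80% and 84%, with 15 false calls among 194 at BF and 16 among 198 at 5D. GO terms were not analysed, since the annotation used here holds none, and an overlap with Table S2 was not tested. The result of 1 probe set of Table 2 is not reported.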

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

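The tests on the probe sets lower at both stages and on missing seed tissue, and on the heat shock proteins all but the test over all probe sets that change between the stages, were chosen only after the result was seen.

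The FST probe set itself was higher in fst than in WT before flowering, by a log2 change of 0.98, on a probe set that the paper does not report from these arrays. At 5 DAP the genotypes did not differ past the test, and the difference between the stages, -1.09, passed the interaction test (adjusted p = 0.00326). No cause was tested, and it is not known whether the probe set can tell the fst transcript from the WT transcript.

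Probe sets that the paper names PPROL17 and CRA1, which the annotation used here gives to the same gene, had the largest differences in fst effect between the stages. They were near the lowest signals at BF and lost at 5D, so the size of the difference depends on the background correction. The interaction was -9.60 for CRA1 (SE 0.48), -9.76 for the PPROL17 probe set of Table 2 (SE 0.49) and -9.70 for another PPROL17 probe set (SE 0.32), with adjusted p from 7.21e-09 to 2.80e-07. In the other direction, LTP differed by 6.85 (SE 1.33, adjusted p = 0.00964), and by 5.69 without WBF replicate 1, 8.33 without WBF replicate 2 and 7.45 without MBF replicate 2, being lost at BF and near the lowest signals at 5D in both genotypes. A probe set of a leaf-type beta-amylase differed by 5.58 (SE 1.12, adjusted p = 0.0112), and by 4.25 without WBF replicate 1 and 6.53 without WBF replicate 2, with 103 ± 147 in WBF, 15.1 ± 1.97 in MBF, 6.67 ± 1.19 in W5D and 113 ± 33.1 in M5D (SD, n = 3 arrays each). A probe set without a gene name, with 313 ± 170 in WBF, 32.6 ± 11.9 in MBF, 148 ± 21.1 in W5D and 372 ± 154 in M5D (SD, n = 3), differed by 4.43 (SE 0.55, adjusted p = 0.000584). OsMADS13 and OsMADS21, which the paper does not discuss, were higher in fst at 5 DAP by 0.95 and 0.79 on the log2 scale. Each of these was seen as a difference between the stages or as a change outside the genes the paper reports.

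Of 25 heat shock protein genes, 11 were lower past the test at BF and 16 at 5 DAP, while at each stage 3 had a change above 0. The paper's text does not discuss them. Its supplementary tables name HSP26.7, HSP23.2 and HSP21.9, so the list is not independent of those tables. The medians over the 25 genes were -0.47 and -0.91, with a median difference between the stages of -0.35. The interaction passed at the preset correlation (adjusted p = 0.00104 from limma's camera, over 19 lists) and not with an estimated correlation (adjusted p = 0.209), so a deeper fall at 5 DAP rests on the preset. Loss of seed tissue is argued against as the whole cause by the fall of -0.47 at BF, before there are seeds, which lay between -0.55 and -0.38 when each array was left out, and it stays open for the fall at 5 DAP. A more advanced stage of the fst panicles at BF could lower the list, which fell by 0.43 on the log2 scale (a median change of -0.43) from WBF to W5D. However, the 1180 probe sets that fell at least 4-fold between these stages were higher in MBF than in WBF. Their median was 0.18 (0.08 to 0.24 when each array was left out), which argues against an advance along this change as a whole. It does not test an advance of single tissues before flowering. RTS, TDR and EAT1 of the anther list go with such an advance. Their WBF means of 12250, 270.5 and 125.7 were already lower in MBF, and their W5D signals were at most 19.95, 14.43 and 21.39. On that list 3 of 9 genes had a change above 0 at BF. The 1200 probe sets that fell in fst had a median of 0.32, but they were chosen with the MBF arrays, which can raise it. The probe sets that rose go with an advance in part, with a median of 0.105 for the 970 that rose in WT and of -0.05 for the 704 that rose in fst. An advance of part of the panicle stays open. Growth or harvest conditions that differed between the genotypes may lower the list. At BF 17 of its 25 genes lay below every WT array on every fst array, as did 7714 of all 57258 probe sets. Chance gives 10% for both directions together, and genes of a list are not independent of each other. The paper reports that fst plants flowered earlier than WT plants, so panicles of the same stage may have come from different days. No harvest shared by the genotypes is named, so such conditions cannot be told apart from an effect of fst. An effect of fst on these genes therefore stays open as well.

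At both stages 15 probe sets were at least 4-fold lower in fst. Of the 15, 2 (13.3%) carry a name that marks cross-hybridization, against 17.5% of all probe sets. Cross-hybridization marked in this way therefore does not account for most of the 15. It was not tested for probe sets without such a name. A stretch of the genome that differs in the fst line could remove several neighbours, but at most 2 of the 7 genes that could be placed lay within 200 consecutive genes, which 20.3% of random draws reached. HST and LOC4350579, both among the 15, lie next to each other on chromosome 11, and this 1 pair within 5 genes compares with a mean of 0.004 such pairs in random draws, which do not account for related genes lying side by side. The explanation therefore stays open. A sequence difference under the probes or a deleted gene may give a signal near background at both stages, and 8 of the 15 lay below the array median on all 6 fst arrays, between the bounds set for and against it. These explanations cannot be told apart from an effect of fst, because the fst and WT lines were not compared at these loci.

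Seed genes lost in fst at 5 DAP were for the most part genes that rise with seed development: 76.4% of the 352 lower probe sets rose at least 4-fold from WBF to W5D, which is consistent with missing seed tissue as a candidate explanation. Lower transcript per cell was not tested.

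Other splits of the arrays into groups of 3 were counted for each result. For the comparisons within a stage or genotype the 10 splits are too few for a share under 0.05. The real split, 1 of 10 as large, gave 2644 probe sets at BF and the highest other 2, and at least 4-fold 77 against 0. At 5D it gave 6655 against 13, at least 4-fold 378 against 7, and 10 lists against 9. The stage changes gave 2150 against 1 in WT and 1904 against 0 in fst. At BF the 2 lists past the test were reached by 5 of the 10 splits, with 6 lists as the highest other. For the interaction 100 of 200 splits were drawn, and the real split was the only one with a result as large, 3636 against 1835. The other splits mix or swap the genotypes within a stage. They therefore do not test whether the effect of fst is alike at both stages, and no conclusion on chance is drawn from them. For the probe sets lower at both stages the real value was 15 and the highest other 0, which decides nothing, since the other splits of the BF arrays gave 0 probe sets at least 4-fold changed at BF alone.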

How the results depend on the processing

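The test of the lists against a single probe set per named gene was chosen only after the data were seen. No named probe set or list past the test changed its direction under any alternative run. The balance of directions did turn at 5D, from 3559 higher and 3096 lower to 2334 and 2371 without W5D replicate 2, 2306 and 2330 without W5D replicate 3, 2729 and 2790 without M5D replicate 3 and 1745 and 1824 at a threshold of 0.01, and for the interaction from 2062 and 1574 to 588 and 618 at 0.01. For the probe sets named by rule, 2117 of 2217 alternative values kept their side of the threshold, 95 lost it and 5 gained it, and for the gene lists 599 of 644, with 33 lost and 12 gained. Probe sets past the test at BF (2644) numbered 5088 with array weights, 5183 by the SAM-style test and 841 at a threshold of 0.01, and 1141 to 2018 when an array was left out, with 1141 without WBF replicate 1, 1407 without WBF replicate 2, 1614 without MBF replicate 1 and 1382 without MBF replicate 2 (fewer arrays). At a threshold of 0.01, 3569 of 6655 passed at 5D and 1206 of 3636 for the interaction, which lay between 2159 (without WBF replicate 1) and 3709 (without M5D replicate 1), with 2291 without W5D replicate 3. With a single probe set per gene (fewer tested), 31 and 36 changed at least 4-fold at BF (77 and 84, with and without the test), 184 and 189 at 5D (378 and 395), 68 were at least 10-fold lower at 5D (148, and 91 without probe sets marked for cross-hybridization), 1263 and 1177 changed with stage in WT and fst (2150 and 1904), and 5 were lower at both stages (15). Lists past the test at BF (2) were 1 with the filter on dim probe sets, 1 with an estimated correlation and 1 against named genes, and 2 to 3 when an array was left out. At 5D (10) they were 6 with the dim filter and 2 with an estimated correlation, and 8 to 13 when an array was left out. For the changes with array weights, the SAM-style test and the dim filter the cause was not tested. Leaving out an array gave 67 to 90 for the 4-fold count at BF, 328 to 452 at 5D, 4636 to 6082 for all past the test at 5D, and 15 to 17 for both stages. The replicate numbers do not pair the arrays: 0 of 18 pairs of arrays with the same number correlated above 0.1, and with the numbers as a replicate block 1927 probe sets passed at BF and 5736 at 5D. Folds of lost transcripts are limited by signal over background, since these transcripts sit near the lowest signals of the array. Single arrays moved folds as well, that of LTP at BF by 2.78 times without WBF replicate 2.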

Differences from the paper's values

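No test in this part was chosen only after its result was seen. None of the values compared differed from the paper's by more than the bounds used here, which were 1.5 times for a count and the replicate SD for a fold change, over 54 fold changes of Tables 1 and 2 and 3 counts. The paper's count of at least 4-fold changes before flowering is 59, and 84 probe sets were found here by the same ratio. Table S1 holds 59 entries and 57 probe sets. Of the 84, 56 are in it and 28 are not, and the paper's text names no filter that would leave them out. The alternatives set before the data were examined gave 36 with a single probe set per gene, 94 without WBF replicate 2, 91 without WBF replicate 3 and 91 with arithmetic means, which lie outside 1.5 times, and the others lay within it. At 5 DAP the paper's 406 compares with 395, and 189 with a single probe set per gene lies outside. The paper's 171 at least 10-fold lower compares with 148, and 91 without probe sets marked for cross-hybridization and 68 with a single probe set per gene lie outside. The paper's counts are over entries of its tables, in which a probe set can stand more than once: Table S2 holds 404 entries and 302 probe sets, of which 173 entries and 124 probe sets are at least 10-fold lower.

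The paper describes the genes of Table 1 as lower in fst. Of its 21 probe sets 20 were lower, and IP3K was higher both here (a log2 change of 2.45, and 1.76 without WBF replicate 1) and in the table itself. The paper also describes genes of auxin efflux and GA signaling as lower. In its own categories 3 auxin probe sets before flowering and 5 at 5 DAP were lower, while of the 59 genes of the wider auxin list 23 were higher and 4 lower at 5 DAP, and of 11 gibberellin genes 1 was higher. In whole panicles a higher signal may also come from a changed share of tissues, which was not tested. Of the paper's own GA genes, GASA2 was lower before flowering (a log2 change of -1.98) and at 5 DAP (-2.81), and the GA-regulated family protein of Table 2 was lower at 5 DAP (-2.63), all past the test.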

Other observations

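The test on seeds of the W5D stage in a single fst sample was chosen only after the result was seen, as was the count of neighbouring genes. From BF to 5D, 970 probe sets rose and 1180 fell at least 4-fold in WT, and 704 rose and 1200 fell in fst panicles. Of these, 412 rose and 993 fell in both genotypes, so most of the falls were shared and fewer of the rises. The 1200 probe sets that fell in fst had a median of 0.32 in MBF against WBF (0.21 to 0.36 when each array was left out), a set that shares the MBF arrays with this comparison.

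Lost transcripts did not vary alike over the 3 M5D arrays. Among the 352 probe sets lower at 5 DAP, 62 had a log2 SD above 1 in M5D, and all 62 were highest in M5D replicate 1. They include NF-YB, a probe set matched to ZmEBE-1 of maize endosperm, a lipid transfer protein and a response regulator. Their signal in replicate 1 exceeded the other arrays by a median of 29.5% of the W5D mean (quartiles 14.2% and 54.8%). A few seeds at the stage of W5D in that sample could raise them, but they would raise storage proteins alike, and the 8 storage genes lost exceeded the other arrays by a median of 0.0170% of the W5D mean (-0.56% to 0.47%), which argues against such seeds as the source of the rise in the 62. Over all 41 lower probe sets of storage proteins, counted by the list, the names in the paper's tables and their clusters of probe sets, the median was 0.0253% (-2.00% to 3.10%). Of these, 3 were among the 62, a protein body protein at 3.10% and a 10 kD prolamin at 2.48% and 2.49% on its 2 probe sets, and a small excess of this size stays open. What raised these transcripts in replicate 1 stays open.

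Among the 32 placed genes at least 4-fold lower at BF, 3 pairs lay within 5 genes of each other, against a mean of 0.144 pairs in 1000 random draws of named genes. They are HST with LOC4350579 on chromosome 11, LOC4325213 with LOC4325215 on chromosome 1, and RPM1 with the NBS-LRR gene LOC4350998 on chromosome 11, the last 2 genes apart. Related genes lie beside each other in the genome, and the draws do not account for this.

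The paper reports that fst left anther development and pollen unaffected, from other experiments. On these arrays 4 of 9 anther and pollen genes were lower at BF and 3 had a change above 0, and the call on the list was lost with an estimated correlation (adjusted p = 0.167, the highest over its alternatives). RTS, 1 of the 4, had overlapping arrays and lost its call without WBF replicate 1, WBF replicate 3, MBF replicate 1 or MBF replicate 3 (adjusted p from 0.107 to 0.144, within 0.144 over its alternatives).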
